# Dietary challenges differentially affect activity and sleep/wake behavior in *mus musculus*: Isolating independent associations with diet/energy balance and body weight

**DOI:** 10.1371/journal.pone.0196743

**Published:** 2018-05-10

**Authors:** Isaac J. Perron, Brendan T. Keenan, Karthikeyani Chellappa, Nicholas F. Lahens, Nicole L. Yohn, Keith R. Shockley, Allan I. Pack, Sigrid C. Veasey

## Abstract

**Background and aims:**

Associated with numerous metabolic and behavioral abnormalities, obesity is classified by metrics reliant on body weight (such as body mass index). However, overnutrition is the common cause of obesity, and may independently contribute to these obesity-related abnormalities. Here, we use dietary challenges to parse apart the relative influence of diet and/or energy balance from body weight on various metabolic and behavioral outcomes.

**Materials and methods:**

Seventy male mice (*mus musculus)* were subjected to the diet switch feeding paradigm, generating groups with various body weights and energetic imbalances. Spontaneous activity patterns, blood metabolite levels, and unbiased gene expression of the nutrient-sensing ventral hypothalamus (using RNA-sequencing) were measured, and these metrics were compared using standardized multivariate linear regression models.

**Results:**

Spontaneous activity patterns were negatively related to body weight (p<0.0001) but not diet/energy balance (p = 0.63). Both body weight and diet/energy balance predicted circulating glucose and insulin levels, while body weight alone predicted plasma leptin levels. Regarding gene expression within the ventral hypothalamus, only two genes responded to diet/energy balance (*neuropeptide y* [*npy*] and *agouti-related peptide* [*agrp*]), while others were related only to body weight.

**Conclusions:**

Collectively, these results demonstrate that individual components of obesity—specifically obesogenic diets/energy imbalance and elevated body mass—can have independent effects on metabolic and behavioral outcomes. This work highlights the shortcomings of using body mass-based indices to assess metabolic health, and identifies novel associations between blood biomarkers, neural gene expression, and animal behavior following dietary challenges.

## Introduction

Obesity and overweightness are conditions of excessive fat or body weight, typically quantified by body mass index (BMI: weight / height^2^) in humans. Currently, over 70% of American adults are overweight (BMI > 25 kg/m^2^) with roughly half of those people considered obese (BMI > 30 kg/m^2^) [1]. Obesity is a risk factor for numerous morbidities, including hypertension, type II diabetes, neurological disorders (such as depression), and sleep disorders (such as sleep apnea) [2–4]. Therefore, there is great incentive to determine the links between obesity and physiological dysregulation.

Excess body weight *per se* is not the only predictor of molecular, metabolic, and behavioral abnormalities. Some studies have tracked obese individuals shortly after bariatric surgery (<4 weeks), when weight loss has initiated but these people are still considered obese (BMI > 30 kg/m^2^). These patients exhibit reductions in hypertension, normalization of many blood metabolite levels, and significant improvements in subjective sleepiness and alertness prior to significant weight loss [5–7]. Second, moderate diet-induced weight loss in humans improves cardiometabolic health outcomes [8, 9]. Third, studies with diet-induced obese (DIO) mice following weight loss show similar effects to humans. DIO mice switched to a leptogenic diet show normalized glucose tolerance and insulin sensitivity, even though they weigh significantly more than lean controls [10]. Furthermore, our previous work using a diet switch feeding paradigm found that mice gaining weight on high-fat diet exhibit increased total sleep time and sleep/wake fragmentation compared to overweight mice losing weight due to regular chow consumption, despite these two groups of mice having nearly identical body weight at the time of recording [11]. Using linear regression modeling, we demonstrated that body weight and diet/energy balance independently influence sleep/wake architecture [11]. Collectively, these studies demonstrate that diet/energy balance could also influence certain obesity-related physiological abnormalities.

These studies highlight underexplored areas of research, specifically related to obesity-related pathogenesis and its reversibility. First, how are metabolic parameters affected by initial consumption of high-fat diet, and do these parameters normalize in obese animals following weight loss? Second, what is the relative contribution of diet/energy balance vs body mass in mediating these changes? Third, can we build hypothesis-generating models assessing changes in gene expression in relevant brain regions, biomarkers in the blood, and spontaneous sleep/wake and locomotor activity and isolate their relationship to diet/energy balance and body weight? The present study is focused on addressing these broad questions.

Following high-fat diet-induced weight gain, many peripheral organs release hormones (e.g., insulin and leptin), which signal to the central nervous system (CNS) to reduce caloric intake [12, 13]. However, hormone resistance develops within three days of overfeeding, causing an increase in circulating hormone levels but blunted downstream signaling within the CNS [14, 15]. One of the critical brain areas responsible for sensing and responding to these hormones is the ventral hypothalamus (VH), which contains the arcuate nucleus (ARC), ventromedial nucleus (VMN), and paraventricular nucleus (PVN). These heterogeneous populations of neurons adjoin the 3^rd^ ventricle, thus allowing entry of these hormones into the CNS [13, 16, 17]. Furthermore, these VH nuclei are defined both anatomically and by the neuropeptides they express, many of which have roles in energy balance [18]. Importantly, many VH nuclei, including the ARC, send projections to both intra- and extra-hypothalamic brain areas important for regulating behavior, including locomotor activity and sleep and wakefulness [19, 20]. Furthermore, VH neurons express functional hormone receptors, including for insulin and leptin, and their activation alters the electrochemical properties of these neurons, thereby affecting the synthesis and release of neuropeptides [17, 18, 21]. Taken together, the VH contains a heterogeneous population of neurons and neuropeptides that work in concert to regulate complex behaviors such as food intake, energy expenditure, and sleep/wake. However, it is unclear how the input signals to the VH, the VH itself, and downstream behaviors are relatively influenced by changes in diet/energy balance and body weight.

We hypothesize that identifying unique associations of blood hormones, VH gene expression, and behavior to diet/energy balance and body mass to will reveal novel relationships between these physiological parameters. We found that sleep/wake behavior, but not spontaneous activity patterns, were affected by diet/energy balance; these behaviors are highly correlated under normal conditions [11, 22]. Furthermore, we use linear modeling approaches to relate circulating metabolites, neural gene expression, and behavior, finding some VH genes and blood biomarkers correlate with spontaneous locomotor activity while others correlate with electroencephalography (EEG)-measured sleep/wake behavior.

## Methods

### Animals

Male C57BL/6J mice (12–14 weeks of age) were purchased directly from Jackson Laboratories (#664; Bar Harbor, ME). The Institutional Animal Care and Use Committee (IACUC) at the University of Pennsylvania approved all experimental procedures prior to initiation of these studies. Mice were housed at 23°C on a 12:12 h light:dark cycle, with lights-on at 7:00am. Light intensity was 100–150 lux during lights ON (Zeitgeber [ZT] 0–12), and 0 lux during lights OFF (ZT 12–24).

### Diet Switch protocol

Upon arrival to our facility, mice were weighed (Week 0), ear tagged, and group-housed while consuming either regular chow (RC; 5001, Lab Diet, St. Louis, MO) or high-fat diet (HFD; D12451, Research Diets, New Brunswick, NJ). RC is composed predominately of corn, soybean meal, and vitamin supplements and contains 13.5% calories from fat and 3.35 kcal/g, while the HFD (predominately composed of soybean oil and lard) contains 45% calories from fat and 4.73 kcal/g. We chose these diets because of their well-studied effects on metabolic and behavioral changes in C57BL/6 mice (including our previous work) [11]. After 7–9 weeks, mice were single housed (one week acclimation) then placed into homecage locomotor boxes to quantify spontaneous activity (3 days continuous recording). We then randomized mice to either consume the alternate diet (Diet Switch [DS]; RC → HFD or HFD → RC groups) or maintenance on current diet (No Diet Switch [NoDS]; RC NoDS or HFD NoDS groups). Food intake and body weight were measured daily between ZT2-3. On the 7^th^ day Post-DS, mice were kept awake from ZT3-6 using novel objects to control for behavioral state differences that may result from excessive sleepiness in HFD-fed mice compared to RC-fed mice [11, 23]. All animals were sacrificed between ZT6-7 by cervical dislocation and decapitation. Food and water were provided *ad libitum* at all times, including during the forced wakefulness prior to sacrifice.

All data is generated from two cohorts of animals. The first cohort (80 animals) represents a novel data set which is the primary focus of this manuscript. Nine mice never completed the protocol (due to fight wounds or dehydration by malfunctioning sipper tubes) and one mouse lost ~10% body mass in the ‘positive energy balance’ group (RC → HFD); therefore, 70 mice were used in total. The group sizes were: RC NoDS, n = 16; RC → HFD, n = 21; HFD → RC, n = 19; HFD NoDS, n = 14. The second cohort of animals was from a previously published manuscript observing EEG-recorded sleep behavior following the DS feeding paradigm; the experimental methods are similar and are detailed in [11].

### Homecage locomotor activity and sleep/wake estimation

Spontaneous activity patterns were recorded using infrared beam splitting locomotor boxes (Omnitech Electronics, Columbus, OH). We recorded the number of beams broken in both x- and y-planes, representing the total activity of the animal; Z-axis measurements were not measured. Total activity counts were exported into 10 second bins, which was used to quantify activity and estimate sleep/wake architecture as previously described [22]. Briefly, 40-seconds or longer of inactivity (0 beams broken) is defined as ‘sleep’ while everything else is defined as ‘wake’; this algorithm has >90% agreement with EEG-recorded sleep in healthy, lean mice [22]. These calculations were performed in MATLAB.

### Blood and brain collection

Immediately after sacrifice, blood was transferred to heparin-containing microtainers (365965, Fisher Scientific, Waltham, MA) and spun at room temperature for 10 min at 10,000 rpm. The supernatant was pipetted to clean Eppendorf tubes and stored at -80°C. Brains were immediately dissected and flash frozen in dry ice-cold isopentane (2-mehtylbutane, Fisher Scientific). Whole brains were stored at -80°C until further use.

### Ventral hypothalamus (VH) mRNA purification

Whole brains were mounted and sectioned using a cryostat. Beginning at -1.3 mm anteroposterior of bregma, three 400 μm sections were transferred to a cold RNAse-free microscope slide. One punch (1.2 mm diameter) of the ventral hypothalamus (VH; enriched with ARC, VMN, and PVN nuclei, but not the lateral hypothalamus [LH]) per section was transferred to an RNAse-free 2.0 mL Eppendorf tube. The RNeasy mini prep (74104, Qiagen, Frederick, MA) was used to isolate mRNA and the eluted mRNA product was DNAse treated (2224G1, AM1931, Fisher Scientific) per the manufacturers’ protocol. Concentration of purified mRNA was measured using the Nanodop v1.0 (Fisher Scientific). To ensure accuracy of punches, we measured gene expression of two ARC genes (*agouti-related peptide [agrp]* and proopiomelanocortin [*pomc]*) and one LH gene (hypocretin/orexin, or *hcrt*). Punches that did not have 5-fold enrichment of average *agrp* and *pomc* compared to *hcrt* were omitted from RNA-seq and future RT-qPCR validation studies. Of 70 brains sectioned, 8 punches did not meet these quality standards.

### RNA-sequencing (RNA-seq)

To reduce technical and biological variability, two mRNA samples per condition were randomly chosen and pooled equally (300 ng mRNA total). A total of 24 pools (n = 6 per condition) were ligated with unique sequencing adapters using the TruSeq Stranded mRNA kit (RS-122-2101, Illumnia, San Diego, CA) following the manufacturer’s protocol for polyA enrichment. Each sample was quality checked for concentration, molarity, and length distribution using the Qubit (3.0, ThermoFisher), BioAnalyzer (2100, Agilent, Santa Clara, CA), and Kapa (KK4873, Kapa Biosystems, Wilmington, MA), respectively. Three samples did not meet quality control standards (one each from RC NoDS, HFD → RC, and HFD NoDS conditions) and were not loaded onto the sequencer. The remaining 21 samples were equimolarly pooled and run thrice on the HiSeq 4000 system (Illumina, ~350 million reads per run, 100 bp read, single end). To merge fastq and BAM files from the three runs, we used Picard Tools (v2.7.1, http://broadinstitute.github.io/picard/). Alignment of fastq files to the mouse reference genome (mm9 build) was conducted with STAR (v2.5.1b) using gene models from Ensembl v67 genome annotation [24, 25]. Over 95% of reads were aligned to the genome for each sample. To normalize the data, we used the Pipeline of RNA-Seq Transformations, or PORT (v0.8.2a-beta, https://github.com/itmat/Normalization) [26]. Briefly, PORT recognizes potential confounding factors (e.g., ribosomal RNA and mitochondrial DNA) and omits these reads from the normalization process. Importantly, our samples had normal ranges and distributions of both ribosomal RNA (2.28–6.05%) and mitochondrial DNA (0.5–1.8%; see S1 Table). Next, PORT identifies the input sample with the fewest number of gene-mapping reads and randomly re-samples each of the other datasets down to this minimum read count. This re-sampling approach accounts for batch effects and differences in sequencing depth between the samples, and allows for direct comparison between samples [26]. All samples were re-sampled to 20.98 million reads; the original number of reads per sample is shown in S1 Table. 

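S1 Table lists between 20984913 reads (HFD → RC replicate 13) and 61245611 reads (HFD → RC replicate 16) per library before re-sampling. The reads counted on genes after re-sampling, 16.386 M per library at the median, made up 78.1% and 26.8% of these totals. Sequencing reads without molecular identifiers are not independent molecules, so any error based on reads covers the sampling of reads only. The number of distinct RNA molecules behind the counts was therefore estimated for each library from the share of the 3116 genes averaging 5 to 50 reads that had a count of 0. That share ran from 1.12% in RC NoDS replicate 1 to 32.9% in HFD NoDS replicate 20. In mega (SI prefix M), the estimate averaged 5.96 ± 1.57 M molecules (SD, n = 5) in RC NoDS, 3.48 ± 1.84 M (n = 6) in RC → HFD, 2.51 ± 1.11 M (n = 5) in HFD → RC and 2.5 ± 0.939 M (n = 5) in HFD NoDS. Every RC NoDS library had a higher estimate than every HFD NoDS library (exact permutation p = 0.00794, Benjamini-Hochberg adjusted over 42 comparisons of library measures 0.125).

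**Figure D1:**
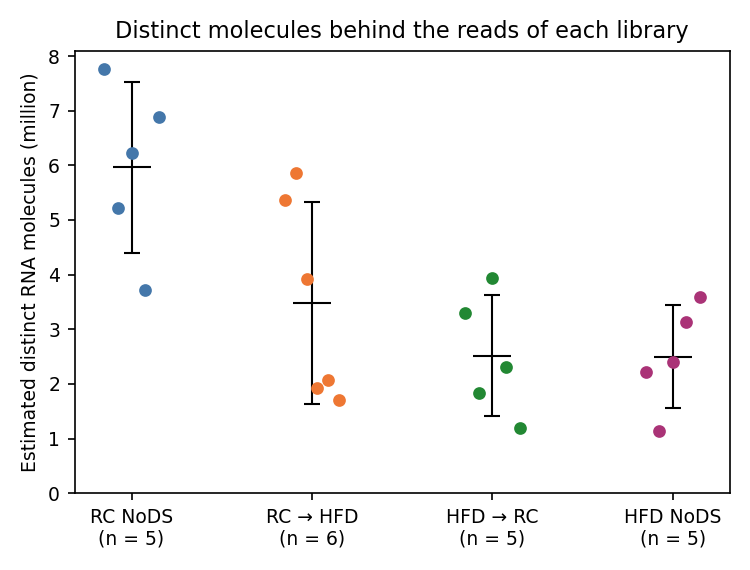
Estimated distinct RNA molecules per library (vertical axis, M) by group, 1 point per library with the group mean ± SD. The RC NoDS libraries lie between 3.71 and 7.77 M and the HFD NoDS libraries between 1.14 and 3.59 M.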

All data generated and analyzed are available in the Gene Expression Omnibus repository (GSE104709; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE104709).

There were 21,517 unique genes detected, although many of these genes had very low expression levels. Therefore, we implemented two filtering approaches to remove the least expressed genes [27, 28]. The ‘low filter’ removed all genes averaging <5 reads per sample; 15,833 genes remained, accounting for 99.96% of total gene expression. The ‘high filter’ removed all genes averaging <50 reads per sample; 12,752 genes remained, accounting for 99.59% of total gene expression. The unfiltered and filtered data sets were then analyzed using two distinct statistical approaches to discover differentially expressed genes. First, the LimmaVoom package (v3.5, www.bioconductor.org/packages/limma) is a linear regression modeling approach originally designed for microarrays and now adapted for RNA-seq. Second, we used the microarray analysis of variance, or MAANOVA package (v3.5, www.bioconductor.org/packages/release/bioc/html/maanova.html), which was also originally designed for microarray analysis. For MAANOVA, we first log2-transformed expression values to approximate normally distributed data and then used permutation analysis (1000 total) to calculate p-values. Three distinct comparisons were tested: 1) RC NoDS v HFD NoDS, to discover genes affected by obesity; 2) RC → HFD v HFD → RC, to discover genes affected by diet/energy balance; and 3) all four groups simultaneously (only possible with MAANOVA). Differentially expressed genes (DEG) were considered significant at a false discovery rate (FDR, or q-value) < 0.15. Key findings were confirmed by RT-qPCR.

### Gene set enrichment analysis (GSEA)

We used gene set enrichment analysis (GSEA, v3.0, http://www.broad.mit.edu/gsea) to discover differences in enriched pathways between DS conditions [29]. This approach considers the entire matrix of gene expression data, ranks the genes based off the magnitude of differential expression, and identifies coherent expression patterns against pre-defined lists for established biochemical pathways. We used the ‘high filter’ data set as input (see previous section). GSEA annotations are based on human gene data sets, so all mouse gene symbols were converted to human gene symbols using the Mouse Genome Informatics database from the JAX labs website (HOM_MouseHumanSequence.rpt); 1495 genes did not have human homologs and were omitted from GSEA. Therefore, gene expression data matrix for 11,257 genes were input into GSEA and tested against the Hallmark Gene Set (v6.0, MSigDB) using ‘gene_set’ permutations (1000 total). We tested both raw and log2-transformed data, and used a family-wise error rate (FWER) cut-off of p<0.05. Both raw and log2-transformed data returned the same top six significantly enriched pathways (S2 Table).

### RT-qPCR

Purified mRNA was converted to cDNA using the High-Capacity RNA-to-cDNA kit (4387406, ThermoFisher). RT-qPCR was performed with pre-mixed Taqman primer/probes (4331182, ThermoFisher; see S3 Table) and Taqman master mix (4369016, ThermoFisher) using 4 ng cDNA per well (10 μL reactions). 384-well plates were robotically loaded using the Biomek 3000 (Beckman Coulter, Indianapolis, IN) and analyzed using the 7900HT Fast Real-Time PCR System (Fisher Scientific). Each gene of interest was normalized to the geometric mean of three housekeeping genes (*18s*, *rplp0*, and *actb*); the Ct values of these housekeeping genes did not differ between dietary conditions. Statistical tests and linear modeling were conducted using ΔΔCt values to omit floor effects (normalized to RC NoDS) and data are presented as percent change from RC NoDS [30].

### Blood biomarkers

Plasma was thawed on ice, with no more than 2 freeze-thaw cycles prior to all measurements. Glucose was measured using the OneTouch Ultra Mini (LifeScan, Wayne, PA). Leptin and insulin were measured using the Luminex multiplex kit (MMHMAG-44K-03, EMD Millipore). The thyroid hormones T3 and T4 were also measured using the Luminex multiplex kit (RTHYMAG-30K-02, EMD Millipore), and TSH was quantified with ELISA (EKU07683, Biomatik, Wilmington, DE).

### Statistical methods

All statistical analyses and figures were conducted in PRISM (GraphPad, La Jolla, CA), except linear regression, LimmaVoom, and MAANOVA analyses were conducted in R (v3.3.3, www.R-project.org). To compare individual group differences across the four dietary conditions, we used a one-way analysis of variance (ANOVA) with Tukey’s post-hoc correction. When data were stratified across multiple time points (e.g., spontaneous activity), we used a repeated-measure two-way ANOVA with ‘time’ as the within-subjects variable and ‘dietary condition’ as the between-subjects variable. In order to isolate ‘body weight’ from ‘diet and/or energy balance’ effects on the outcome metrics, we used two linear modeling approaches. First, we input data only from the weight-matched DS conditions (RC → HFD and HFD → RC) with absolute body weight (in grams) and an arbitrary categorical variable indicating condition (RC → HFD = 0 and HFD → RC = 1) as the only two predictors. Second, we used acute weight changes (Δbody weight; percent weight change from Pre-DS to Post-DS) as an estimate for diet/energy balance because positive energy balance (caloric consumption > energy expenditure) causes weight gain while negative energy balance (caloric consumption < energy expenditure) causes weight loss [31]. Therefore, we used acute diet-induced weight changes as a proxy for energy balance; the limitations of this assumption are discussed later. Along with absolute body weight (Day 7 Post-DS, in grams) as a predictor, we made joint linear regression models containing data from all animals. Primary results from linear regression models are presented as estimated beta-coefficients (β) and standard errors, representing the expected change in outcome for a 1 unit increase in predictor (e.g., 1 gram for body weight, or 1% for Δbody weight). In addition, to provide comparable estimates between predictors, we calculated standardized β estimates (Stdβ_xy_) equal to the expected Z-score change in outcome for a 1 standard deviation increase in the predictor. Statistical significance in these analyses was based on the β-coefficient of interest, testing the null hypothesis of no association (H_0_: β = 0 vs. H_A_: β ≠ 0). Significance was achieved at p<0.05, although trends towards significance and actual p-values were reported where appropriate. Detailed statistical results are shown in S4 Table. All data used for analysis is publically available on Dryad (doi:10.5061/dryad.qm01v75).

## Results

### Diet Switch (DS) generates mice of similar body weight but opposing energetic status

HFD consumption stimulates weight gain (positive energy balance) and eventually leads to obesity, making it difficult to parse apart diet, energy balance, and body mass effects on metabolic and behavioral metrics. Here, we use the DS feeding paradigm to isolate body mass effects from diet and/or energy balance (Fig 1A). Briefly, all mice are fed either RC or HFD for 8–10 weeks, then subsets of mice are randomized to consume the opposite diet (RC → HFD and HFD → RC) while other diet maintenance groups (RC ‘No Diet Switch’ [NoDS] and HFD NoDS) are used as reference (Fig 1B and 1C). During the one week Post-DS, lean mice switched to HFD (RC → HFD group) gain 12.5% body mass on average, while HFD-fed obese mice switched to RC (HFD → RC group) lose 15.3% body mass (Fig 1D and 1E). At the study’s conclusion (Day 7 Post-DS), the two DS groups have statistically similar weight (Fig 1C: p = 0.17) while each DS group weighs more than RC NoDS and less than HFD NoDS controls. Therefore, we can use linear models to compare these two DS groups to isolate body weight effects from diet and/or energy balance effects on the reported metrics.

**Fig 1:**
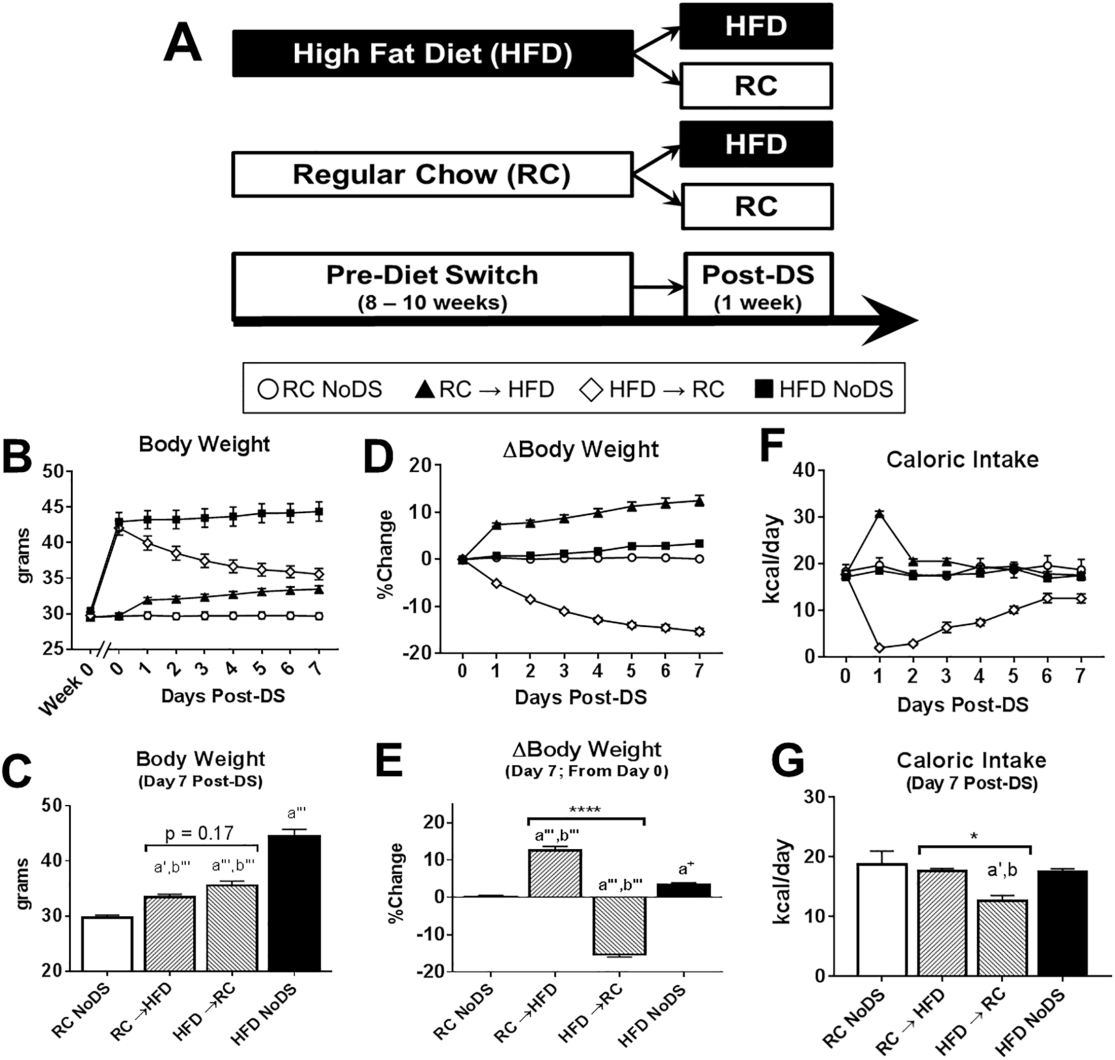
Diet Switch (DS) feeding paradigm isolates ‘body weight’ from ‘diet and/or energy balance’ factors. (A) Experimental design schematic. Mice consume either RC or HFD for 8–10 weeks (Pre-DS), then are randomized to either continue consuming their respective diet (RC NoDS and HFD NoDS) or switched to the alternate diet (RC → HFD and HFD → RC). All mice were sacrificed Day 7 Post-DS. (B) Absolute body weight across the study. (C) Absolute body weight at Day 7 Post-DS. (D) Percent change in body mass (ΔBody Weight) normalized to Pre-DS weights (Day 0 Post-DS). (E) ΔBody weight on Day 7 Post-DS (normalized to Pre-DS weight). (F) Caloric intake from Pre-DS (Day 0) to Day 7 Post-DS. (G) Average caloric intake on Day 7 Post-DS. *p<0.05, ****p<0.0001 comparing RC → HFD vs HFD → RC; a^+^: p<0.1, a: p<0.05, a’: p<0.01, a”: p<0.001, a”‘: p<0.0001 compared to RC NoDS; b^+^: p<0.1, b: p<0.05, b’: p<0.01, b”: p<0.001, b”‘: p<0.0001 compared to HFD NoDS. Sample sizes for B-E: [RC NoDS, n = 16; RC → HFD, n = 21; HFD → RC, n = 19; HFD NoDS, n = 14]. Sample sizes for F-G: [RC NoDS, n = 15; RC → HFD, n = 21; HFD → RC, n = 18; HFD NoDS, n = 14].

### Caloric intake

RC and HFD drives weight changes, in part, by differences in caloric intake. Therefore, we monitored daily caloric intake before the DS (Day 0) and every day Post-DS (Fig 1F). We found that caloric intake was similar between RC NoDS and HFD NoDS groups at all time points. RC → HFD animals increased caloric consumption the first day Post-DS, likely due to a combination of increased palatability and greater caloric density (e.g., greater number of calories per gram consumed) of HFD compared to RC. However, energy intake returned to RC NoDS and HFD NoDS levels by the seventh day (Fig 1F and 1G: p = 0.90 and p>0.99, respectively). Conversely, HFD → RC animals drastically decreased intake the first day which remained lower than all other groups by final day (Fig 1G: p<0.01 compared to RC NoDS, p<0.05 compared to HFD NoDS, p<0.05 compared to RC → HFD). Linear modeling of energy intake revealed a significant relationship to diet/energy balance (p<0.0001) but not body mass (p = 0.35) when comparing the two DS groups. Therefore, diet/energy balance effects may be mediated in part by caloric intake, but cannot explain associations with body mass.

### Locomotor activity

Our previous work found that RC → HFD mice exhibit profound hypersomnolence compared to HFD → RC mice, even though these two groups had similar body weight at the time of the recording [11]. Since locomotor activity and total sleep/wake amount are highly correlated [22], we tested how spontaneous locomotor patterns would be affected by the DS feeding paradigm. Prior to the DS, HFD-fed mice were significantly less active during the beginning of the dark phase (Fig 2A), which coincides with the hypersomnolence phenotype observed in DIO mice [11]. Next, we estimated total wakefulness from the locomotor data (using the ‘40-second’ cut-off threshold; see Methods), but found that these robust differences disappeared (Panel C in S1 Fig). We also tried different inactivity cut-off thresholds (20-seconds, 30-seconds, and 50-seconds) to estimate wakefulness, but none of these estimates agreed with EEG-measured data (S1 Fig). Therefore, we did not use locomotor-estimated sleep/wake metrics for any further analyses.

**Fig 2:**
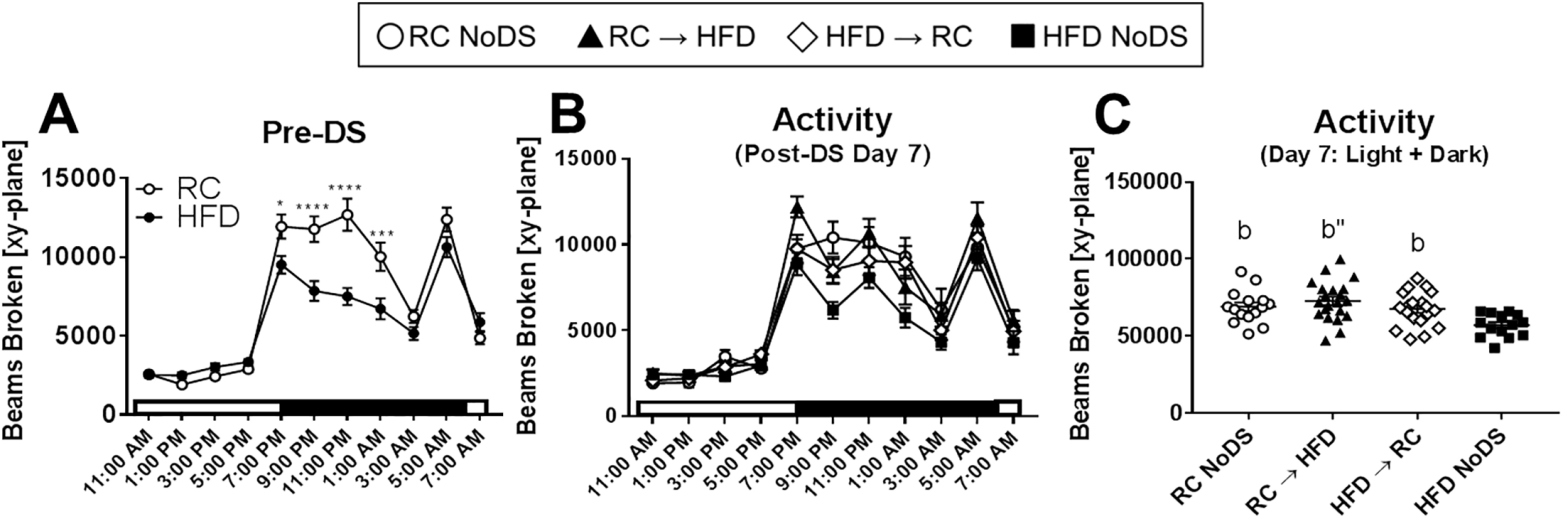
Spontaneous locomotor activity is only reduced in HFD NoDS compared to all other conditions. (A) Pre-DS locomotor activity shows HFD-fed mice are less active compared to RC-fed controls. (B) Locomotor activity counts in 2-hour time bins on Day 7 Post-DS. (C) Aggregate (24-hour) locomotor activity counts Day 7 Post-DS. All conditions are significantly more active than HFD NoDS. Note that body weight and food intake were measured daily between 9–10 am (ZT2-3), so locomotor data are omitted during the ZT2-4 time window. *p<0.05, ***p<0.001, ****p<0.0001 comparing RC v HFD at indicated time point; b: p<0.05, b”: p<0.001 compared to HFD NoDS. RC NoDS, n = 15; RC → HFD, n = 21; HFD → RC, n = 19; HFD NoDS, n = 14.

One week Post-DS, RC NoDS mice were still significantly more active than HFD NoDS mice (Fig 2B and 2C: p<0.05 for both). Furthermore, HFD → RC animals exhibited statistically greater locomotor activity compared to HFD NoDS mice (Fig 2C: p<0.05), indicating that one week of RC is sufficient to normalize locomotor patterns. Surprisingly, RC → HFD animals, which exhibit similar wake time compared to HFD NoDS mice [11], had significantly greater spontaneous activity compared to HFD NoDS mice (Fig 2C: p<0.001), indicating a decoupling of locomotor and sleep/wake patterns. Indeed, activity was not related to either body mass or diet/energy balance (Table 1), whereas wake time was associated with both of these metrics [11]. Therefore, two highly correlated behaviors—spontaneous activity and sleep/wake patterns—show dissimilar associations with body mass and diet/energy balance as tested by the DS feeding paradigm.

**Table 1:** Linear modeling results comparing weight-matched DS conditions.

Metric	Linear Regression Models Only RC → HFD and HFD → RC groups					
	ANOVA		Body Weight		Diet/Energy Balance	
	*F-value*	*p-value*	*β* *(SEM)*	*p-value*	*β* *(SEM)*	*p-value*
***Animal Behavior***						
**Caloric Intake** 24 Hour	**12.8**	**<0.0001**	-0.187 (0.199)	0.35	**4.52** **(1.01)**	**<0.0001**
**Activity** Dark	2.33	0.11	-901.7 (573.9)	0.12	2908.9 (3284.3)	0.38
**Activity** Light	0.67	0.52	-252.6 (243.6)	0.31	172.8 (1394.0)	0.90
**Activity** 24 Hour	2.35	0.11	-1154.3 (695.2)	0.11	3081.6 (3978.3)	0.44
***VH Gene Expression***						
***Agrp***	**12.4**	**0.0002**	**0.128** **(0.040)**	**0.0033**	**1.163** **(0.244)**	**<0.0001**
***Npy***	**25.1**	**<0.0001**	**0.108** **(0.028)**	**0.0007**	**1.214** **(0.174)**	**<0.0001**
***Cartpt***	0.36	0.70	-0.027 (0.032)	0.41	-0.072 (0.199)	0.72
***Pomc***	1.88	0.17	0.066 (0.054)	0.24	-0.300 (0.335)	0.38
***Trh***	0.49	0.62	-0.004 (0.045)	0.93	0.237 (0.275)	0.40
***Sbno2***	0.69	0.51	0.0011 (0.252)	0.96	0.170 (0.156)	0.28
***Serpina3n***	0.25	0.78	-0.0019 (0.0319)	0.95	0.121 (0.197)	0.54
***Blood Biomarkers***						
**Glucose**	**29.6**	**<0.0001**	**4.71** **(1.90)**	**0.018**	**83.78** **(10.89)**	**<0.0001**
**Insulin**	**4.88**	**0.016**	187.8 (113.6)	0.11	**2045.2** **(665.2)**	**0.0049**
**Leptin**	1.6	0.22	216.7 (149.2)	0.16	1259.2 (869.9)	0.16
**T4**	0.83	0.45	-6939 (5395)	0.21	-1.2x10^4^ (3.1x10^4^)	0.71

Estimates are from joint regression models containing both weight factors. ANOVA: Indicates overall significance of linear model. *β*: β-estimate and standard error indicates expected change in outcome for a 1 unit increase in predictor. SEM: Standard Error of the Mean. Highlighted cells indicate significance at p<0.05. Note that VH gene expression values are modeled using RT-qPCR results from sequenced tissue of individual animals to maximize sample size. *cartpt*: cocaine- and amphetamine regulated transcript; *serpina3n*: serine (or cysteine) peptidase inhibitor clade A member 3N; *sbno2*: strawberry notch homolog 2; *trh*: thyrotropin-releasing hormone; *agrp*: agouti-related peptide; *npy*: neuropeptide y; *pomc*: proopiomelanocortin; T4: Thyroxine.

### Ventral hypothalamus (VH) gene expression

#### RNA-sequencing results

The VH responds to circulating cues to affect energy expenditure, locomotor activity, and sleep/wake behavior [19, 20]. Therefore, we used RNA-seq to perform unbiased quantification of all protein-coding transcripts within the VH. After acquiring locomotor activity, mice were sacrificed between ZT6-7 and coding mRNA from the VH was purified and sequenced (see Methods). 

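Each library was made from VH punches of 2 mice whose mRNA was pooled equally, and the 21 libraries were kept apart in the deposited table. RC NoDS, HFD → RC and HFD NoDS each had 5 libraries and RC → HFD had 6. RC contained 13.5% of its calories as fat and HFD 45%, and tissue was taken on day 7 after the DS, following 3 hours of forced wakefulness. The authors deposited the number of reads counted on each gene after PORT had removed ribosomal RNA and mitochondrial reads and randomly re-sampled every library to a common depth. These values are whole reads, and they were neither scaled nor filtered further. The reads summed to between 16383073 and 16390286 per library in RC NoDS (median 16388560), between 16383705 and 16390551 in RC → HFD (median 16386694), between 16381363 and 16390598 in HFD → RC (median 16385368) and between 16380781 and 16389102 in HFD NoDS (median 16385691). The values given here use the deposited counts. For tests across all genes, the counts were normalized with edgeR's TMM method and a quasi-likelihood model with 1 mean per group was fitted to all 21 libraries, over the genes of the High Filter. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.15, the paper's threshold. Mean counts of single genes were compared between pairs of groups with exact two-sided permutation tests, adjusted over the 8 genes of Fig 3 and S2 Fig and the 6 pairs of groups. The smallest p that such a test can reach is 0.00794 for 5 libraries against 5 and 0.00216 for 5 against 6. No pair of libraries held identical counts, and libraries of the same group differed by 6.89 to 42.0 times the variance that sampling of reads alone gives (chi-square divided by its degrees of freedom, 45 pairs). As in the paper's design, each library was counted as 1 replicate. Gene positions below are those of the NCBIM37 (mm9) genome.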

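The deposited table listed 21654 genes. Reads of 98 gene symbols stood under more than 1 Ensembl identifier, and with the reads summed by symbol there were 21518 genes. Averaged over the 21 libraries, 5770 genes had fewer than 5 reads, 3116 had at least 5 and fewer than 50, and 12768 had at least 50. Removing genes that averaged fewer than 5 reads left 15884 genes as deposited (15833 summed by symbol) and 99.96% of the counted reads. Removing genes that averaged fewer than 50 reads left 12768 genes (12752 summed by symbol) and 99.58% of the reads (99.59% summed by symbol). Among the genes that averaged fewer than 5 reads, 980 averaged fewer than 0.1, or at most a few reads in all libraries together.

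**Figure D2:**
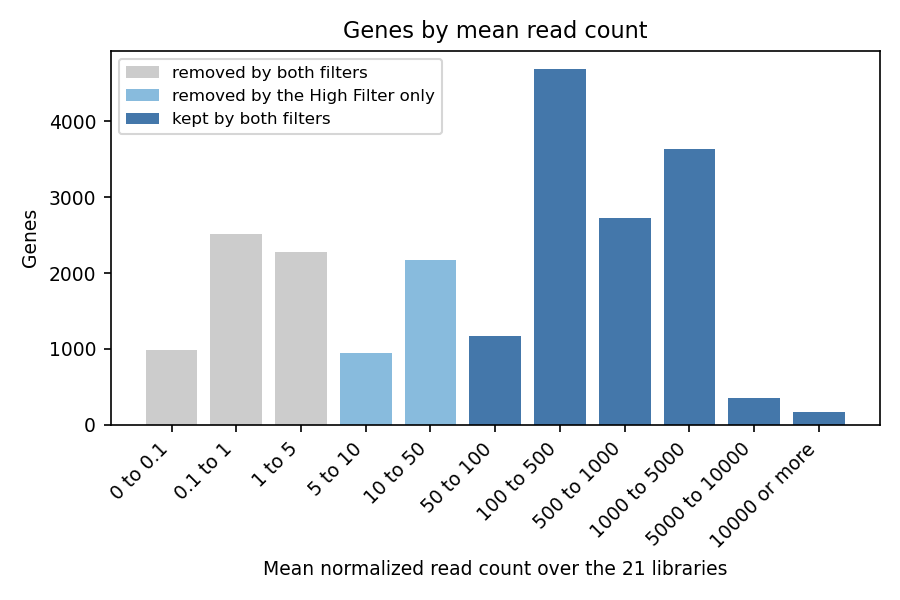
Number of genes by mean read count over the 21 libraries. Each bar is a range of mean counts, coloured by the filters that keep it. The tallest bar holds the 4698 genes with 100 to 500 reads, and 175 genes averaged 10000 reads or more.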

There were 21,517 unique genes aligned, but low-expressed transcripts were removed using two data filtering approaches: 1) a ‘Low Filter’, removing all genes averaging <5 reads per sample (15,833 remaining genes), and 2) a ‘High Filter’, removing all genes averaging <50 reads per sample (12,752 remaining genes). We then tested for DEG using two statistical packages: MAANOVA and LimmaVoom (Table 2). MAANOVA results varied depending on the data input, reporting significance for some low-expressed genes (e.g., *tk1* and *cldn2*) and increasing the number of DEG as the number of multiple comparisons decreased. Conversely, LimmaVoom results were extremely consistent for all three data inputs, reporting the same six genes as significantly different between RC NoDS v HFD NoDS comparisons (Table 2). 

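MAANOVA was not used here. Limma-trend on log2(count + 1), fitted to all 4 groups, took its place for the 3 data inputs. It called 7 genes between RC NoDS and HFD NoDS without a filter, 9 with the Low Filter and 9 with the High Filter. Between RC → HFD and HFD → RC it called 2, 2 and 1 genes in the same order, and among all 4 groups 11, 11 and 11. *Tk1* (ENSMUSG00000025574, chromosome 11 from 117676840 to 117687406) averaged 8.86 reads over the 21 libraries, and its position overlaps *afmid* on the opposite strand. Its adjusted p between the DS groups was 0.0185 without a filter and 0.0496 with the Low Filter, and the corresponding values among all 4 groups were 0.0380 and 0.119. *Cldn2* (ENSMUSG00000047230, chromosome X from 136335367 to 136345925) averaged 9.67 reads, and no setting of limma-trend called it between the DS groups (adjusted p = 0.170 without a filter and 0.397 with the Low Filter). With limma-voom and no filter, the adjusted p between the DS groups was 4.97e-04 for *tk1* and 0.0392 for *cldn2*. Neither gene averaged enough reads to enter the High Filter.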

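Limma-voom with TMM normalization, fitted to all 4 groups, called 10 genes between RC NoDS and HFD NoDS without a filter, 9 with the Low Filter and 10 with the High Filter. All 6 genes of Table 2 were among those called with either filter, and 5 of them were called without a filter, where *agrp* had an adjusted p of 0.176. When only the libraries of the 2 groups compared were fitted, limma-voom with the High Filter called 6 genes, and these were the 6 of Table 2. In a setting chosen after the data were seen (limma-voom on the 2 groups, without TMM and with reads summed by symbol), 6 genes were called with the High Filter, 6 with the Low Filter and 26 without a filter. The 6 of Table 2 were among those called on each of these inputs. Of the 26 genes called without a filter, 20 were lower in HFD NoDS.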

Interestingly, both MAANOVA and LimmaVoom found the same six DEGs using the ‘High Filter’ data input. Therefore, we focused on these six genes (*trh*, *npy*, *cartpt*, *agrp*, *serpina3n*, and *sbno2*) for follow-up analyses.

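With the High Filter, 10 of 12768 genes were called between RC NoDS and HFD NoDS by edgeR's quasi-likelihood test, of which 8 were higher and 2 lower in HFD NoDS. At an adjusted p under 0.05 there were 7. An unadjusted p under 0.05 was found for 946 genes, against 638.4 if no gene differed. For 114 of 12768 genes the counts of the 2 groups did not overlap, a share only slightly above the 0.794% that chance gives. The 10 called genes included the 6 of Table 2. *Trh* (ENSMUSG00000005892, chromosome 6 from 92192055 to 92194644) had the smallest adjusted p, with a log2 fold change of 1.79 in HFD NoDS relative to RC NoDS (standard error 0.167, adjusted p = 2.36e-07). *Npy* (ENSMUSG00000029819, chromosome 6 from 49772709 to 49779506) had a log2 fold change of −1.26 (standard error 0.160, adjusted p = 7.79e-05). *Cartpt* (ENSMUSG00000021647, chromosome 13 from 100668439 to 100670638) rose by 0.89 on the log2 scale (standard error 0.131, adjusted p = 9.30e-04). *Serpina3n* (ENSMUSG00000021091, chromosome 12 from 105644939 to 105652539), one of a cluster of related genes, rose by 0.93 (standard error 0.142, adjusted p = 0.00135), and *sbno2* (ENSMUSG00000035673, chromosome 10 from 79520161 to 79565443) by 0.71 (standard error 0.133, adjusted p = 0.0237). For *agrp* (ENSMUSG00000005705, chromosome 8 from 108090600 to 108092198) the value was −0.97 (standard error 0.197, adjusted p = 0.0507). In each of these 6 genes, all 5 HFD NoDS libraries lay on the same side of all 5 RC NoDS libraries. The other 4 called genes were *c4b*, *hcrt*, *stat3* (ENSMUSG00000004040, chromosome 11 from 100746412 to 100800854, overlapped by *stat5a* on the opposite strand) and *clu* (ENSMUSG00000022037, chromosome 14 from 66587320 to 66600385). The setting that moved the fold change of *trh* most, adding the estimated number of distinct RNA molecules of each library as a covariate, gave 1.46. Under that setting, which was chosen after the data were seen, 5 genes were called, and the adjusted p rose to 0.173 for *serpina3n* and to 0.99992 for *sbno2*. With the share of ribosomal RNA as a covariate, *agrp* (adjusted p = 0.99992) and *sbno2* (adjusted p = 0.453) were no longer called. With RC NoDS replicate 1 left out, the adjusted p was 0.166 for both *agrp* and *sbno2*. From the overlap of both packages with the High Filter, the paper reasons that these 6 genes are the ones to follow up.

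**Figure D3:**
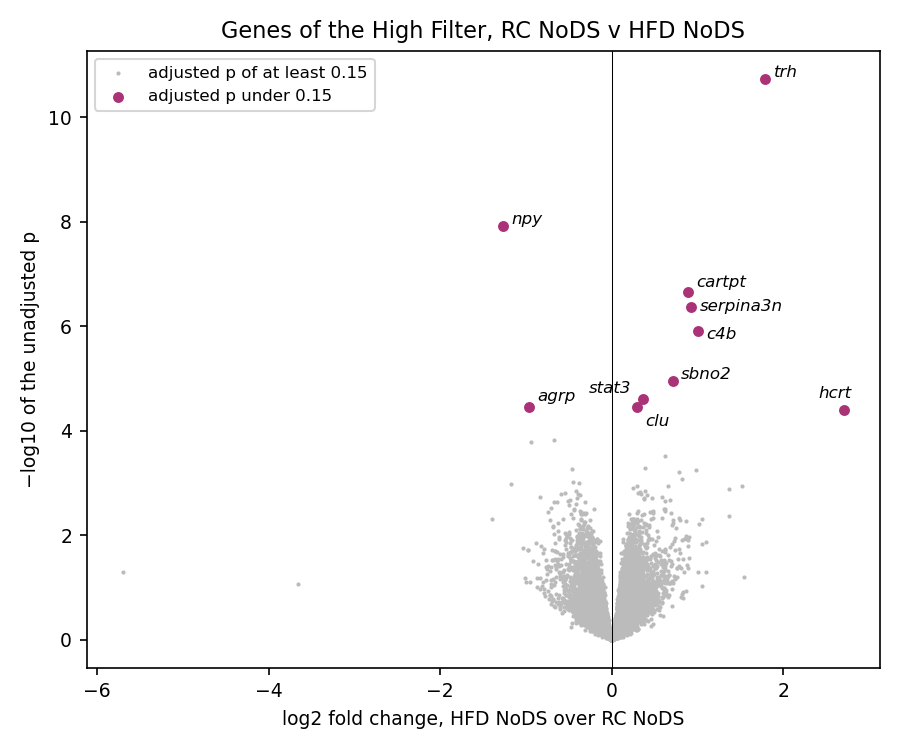
Log2 fold change (HFD NoDS over RC NoDS, horizontal axis) against −log10 of the unadjusted p (vertical axis) of edgeR's quasi-likelihood test, for the 12768 genes of the High Filter. The 10 called genes are coloured and named, and *npy* and *agrp* are the 2 on the left of 0.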

**Table 2:** Differentially expressed genes (DEG) from RNA-sequencing analysis.

Statistical Approach	Data Filtering						Common
	No Filter		Low Filter		High Filter		
**MAANOVA**	*trh* *npy* *tk1* *cldn2* *atxn7l2*	q_*¥*_ = 0.024 q_*ϕ*_ = 0.094 q_*¥*_ = 0.075 q_*ϕ*_ = 0.10 q_*§*_ = 0.14 q_*§*_ = 0.14 q_*ϕ*_ = 0.12	*trh* *npy* *cartpt* *sbno2* *tk1* *cldn2* *ikzf3* *atxn7l2* *rbm3*	q_*¥*_ = 0.005 q_*ϕ*_ = 0.023 q_*¥*_ = 0.036 q_*ϕ*_ = 0.032 q_*¥*_ = 0.133 q_*¥*_ = 0.133 q_*§*_ = 0.049 q_*ϕ*_ = 0.12 q_*§*_ = 0.049 q_*ϕ*_ = 0.12 q_*¥*_ = 0.075 q_*ϕ*_ = 0.059 q_*ϕ*_ = 0.059 q_*ϕ*_ = 0.12	*trh* *npy* *cartpt* *sbno2* *serpina3n* *c4b* *atxn7l2* *rbm3* *agrp*	q_*¥*_ < 1x10^-6^ q_*ϕ*_ = 0.002 q_*¥*_ = 0.006 q_*ϕ*_ = 0.004 q_*¥*_ = 0.059 q_*ϕ*_ = 0.12 q_*¥*_ = 0.059 q_*ϕ*_ = 0.12 q_*¥*_ = 0.083 q_*¥*_ = 0.10 q_*ϕ*_ = 0.12 q_*ϕ*_ = 0.030 q_*ϕ*_ = 0.079 q_*ϕ*_ = 0.12	*trh* *npy* *atxn7l2*
**Limma Voom**	*trh* *npy* *cartpt* *serpina3n* *agrp* *sbno2*	q_*¥*_ = 1.5x10^-5^ q_*¥*_ = 6.4x10^-5^ q_*¥*_ = 0.002 q_*¥*_ = 0.004 q_*¥*_ = 0.007 q_*¥*_ = 0.12	*trh* *npy* *cartpt* *serpina3n* *agrp* *sbno2*	q_*¥*_ = 1.9x10^-5^ q_*¥*_ = 7.7x10^-5^ q_*¥*_ = 0.002 q_*¥*_ = 0.004 q_*¥*_ = 0.008 q_*¥*_ = 0.12	*trh* *npy* *cartpt* *serpina3n* *agrp* *sbno2*	q_*¥*_ = 2.1x10^-5^ q_*¥*_ = 8.7x10^-5^ q_*¥*_ = 0.002 q_*¥*_ = 0.004 q_*¥*_ = 0.008 q_*¥*_ = 0.11	*trh* *npy* *cartpt* *serpina3n* *agrp* *sbno2*
***Common***	*trh* *npy*		*trh* *npy* *cartpt* *sbno2*		*trh* *npy* *cartpt* *serpina3n* *agrp* *sbno2*		***trh*** ***npy***

Genes with false discovery rate (q-value) < 0.15 for the following comparisons: RC NoDS v HFD NoDS (designated by ¥); RC → HFD and HFD → RC groups (§); or, all four groups (Φ; MAANOVA only). This analysis reveals 6 candidate genes: *cartpt*: cocaine- and amphetamine regulated transcript; *serpina3n*: serine (or cysteine) peptidase inhibitor clade A member 3N; *sbno2*: strawberry notch homolog 2; *trh*: thyrotropin-releasing hormone; *agrp*: agouti-related peptide; *npy*: neuropeptide y.

#### RT-qPCR validation of RNA-seq results

We validated RNA-seq results using RT-qPCR both from VH tissue used for RNA-seq and from VH tissue from other animals which was not sequenced (Fig 3 and S2 Fig). Overall, we found similar trends with RT-qPCR compared to the RNA-seq. Specifically, *agrp* and *npy* were decreased in both RC → HFD and HFD NoDS groups compared to both RC NoDS and HFD → RC groups (Fig 3A–3F) and linear models showed that *agrp* and *npy* are significantly associated with both body weight and diet/energy balance (Table 1). 

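In the deposited counts, *agrp* averaged 1262 ± 114 normalized reads (SD, n = 5) in RC NoDS, 525.5 ± 69.6 (n = 6) in RC → HFD, 983 ± 404 (n = 5) in HFD → RC and 639 ± 174 (n = 5) in HFD NoDS. For *npy* the corresponding means were 4822 ± 581, 1907 ± 322, 3669 ± 1149 and 1987 ± 433. Every RC → HFD and every HFD NoDS library had fewer *agrp* and *npy* reads than every RC NoDS library, the strongest separation that the exact permutation test can register. Every HFD → RC library also had more *npy* reads than every RC → HFD library and every HFD NoDS library. For *agrp*, 3 of the 5 HFD → RC libraries had more reads than every RC → HFD library (exact permutation p = 0.0130, adjusted 0.0328). The difference in *agrp* between HFD → RC and HFD NoDS was within the spread between libraries (exact permutation p = 0.127, adjusted 0.179). HFD → RC and RC NoDS did not differ by this test either, with an exact p of 0.214 for *agrp* and 0.103 for *npy*. Of the 48 comparisons of mean counts, 23 had an adjusted p under 0.05. The body weights of the mice behind each library were not used here.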

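*Trh* averaged 598 ± 92.6 normalized reads (SD, n = 5) in RC NoDS, 1282 ± 398 (n = 6) in RC → HFD, 1431 ± 218 (n = 5) in HFD → RC and 2042 ± 384 (n = 5) in HFD NoDS. In the same order of groups, *cartpt* averaged 2966 ± 563, 3923 ± 593, 3247 ± 706 and 5426 ± 496 reads. The means of *serpina3n* were 3165 ± 477, 3885 ± 584, 3718 ± 970 and 5970 ± 1026, and those of *sbno2* were 353 ± 47.9, 404 ± 34.7, 372 ± 76.9 and 570 ± 59.0. For *cartpt* and *sbno2*, every HFD NoDS library was above every library of both DS groups. For *serpina3n*, 4 of the 5 HFD NoDS libraries were above every library of either DS group (exact permutation p = 0.00433 against RC → HFD and 0.0159 against HFD → RC, adjusted 0.0212 and 0.0363). In the comparison of RC NoDS with RC → HFD, the exact permutation p was 0.0260 for *cartpt* (adjusted 0.0519), 0.0584 for *serpina3n* and 0.0779 for *sbno2*. Against HFD → RC it was 0.492, 0.286 and 0.690 in the same order. None of these 6 comparisons had an adjusted p under 0.05.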

The other four genes—*trh*, *cartpt*, *serpina3n*, and *sbno2*—showed highest expression in HFD NoDS, lowest expression in RC NoDS, and low to intermediate expression in both DS groups (Fig 3G–3L and Panels A-F in S2 Fig). Since gene expression levels were similar between DS groups (p>0.05 for all), linear models could not be fit for *trh*, *cartpt*, *serpina3n*, and *sbno2* genes (Table 1: p>0.05 for main effect). 

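Between the DS groups, the log2 fold change in HFD → RC relative to RC → HFD was 0.16 for *trh* (standard error 0.154), −0.28 for *cartpt* (standard error 0.125), −0.066 for *serpina3n* (standard error 0.135) and −0.12 for *sbno2* (standard error 0.128). The smallest adjusted p among these 4 genes was that of *cartpt* (adjusted p = 0.899). Exact permutation tests of the mean counts gave p = 0.494 for *trh*, 0.119 for *cartpt*, 0.725 for *serpina3n* and 0.374 for *sbno2*. When 1 library at a time was left out, the log2 fold change of *serpina3n* ranged from −0.19 to 0.037. It was above 0 without RC → HFD replicate 11, without HFD → RC replicate 13 and without HFD → RC replicate 15.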

Last, we quantified expression of two genes for which we did not expect expression differences, specifically proopiomelanocortin (*pomc*) and hypocretin/orexin (h*crt*). Co-expressed with *cartpt* in the ARC, *pomc* does not exhibit altered expression patterns with prolonged HFD [32, 33], while the VH punches intentionally omitted the *hcrt*-expressing neurons in the LH. Indeed, both genes were significantly similar across all conditions (Panels G-L in S2 Fig), and did we not detect any significant main effects with linear modeling (Table 1). 

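*Pomc* (ENSMUSG00000020660, chromosome 12 from 3954951 to 3960618) averaged 7159 ± 1725 normalized reads (SD, n = 5) in RC NoDS, 9422 ± 1943 (n = 6) in RC → HFD, 7131 ± 2015 (n = 5) in HFD → RC and 9281 ± 1855 (n = 5) in HFD NoDS. The smallest exact permutation p among its 6 pairs of groups was 0.0801. *Hcrt* (ENSMUSG00000045471, chromosome 11 from 100622383 to 100624245) averaged 74.4 ± 29.6 reads (n = 5) in RC NoDS, 202 ± 127 (n = 6) in RC → HFD, 273 ± 136 (n = 5) in HFD → RC and 478 ± 430 (n = 5) in HFD NoDS. In 4 of the 5 HFD NoDS libraries *hcrt* was above all RC NoDS libraries (exact permutation p = 0.0238, adjusted 0.0497), and its log2 fold change was 2.71 (standard error 0.557, adjusted p = 0.0513). This call depended on single libraries. Without HFD NoDS replicate 20, which had 1051 *hcrt* reads, the log2 fold change was 2.17 (adjusted p = 0.288), and without HFD NoDS replicate 21, which had 823, it was 2.43 (adjusted p = 0.222). Limma-voom with the High Filter gave 2.25 (adjusted p = 0.642). *Hcrt* also averaged more reads in HFD → RC than in RC NoDS (exact permutation p = 0.0238). Punches below 5-fold enrichment of these ARC genes over *hcrt* had been left out of sequencing by the authors. A ratio above 5 was therefore largely set by that selection. The average of *agrp* and *pomc* exceeded *hcrt* by at least 5.35-fold in each of the 21 libraries. This ratio was lowest in HFD NoDS replicates 21 and 20 (5.35 and 5.40) and highest in RC NoDS replicate 5 (169.7) and RC → HFD replicates 10 (101.7) and 11 (83.2). In the other 4 RC NoDS libraries it ran from 42.1 to 51.7.

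**Figure D4:**
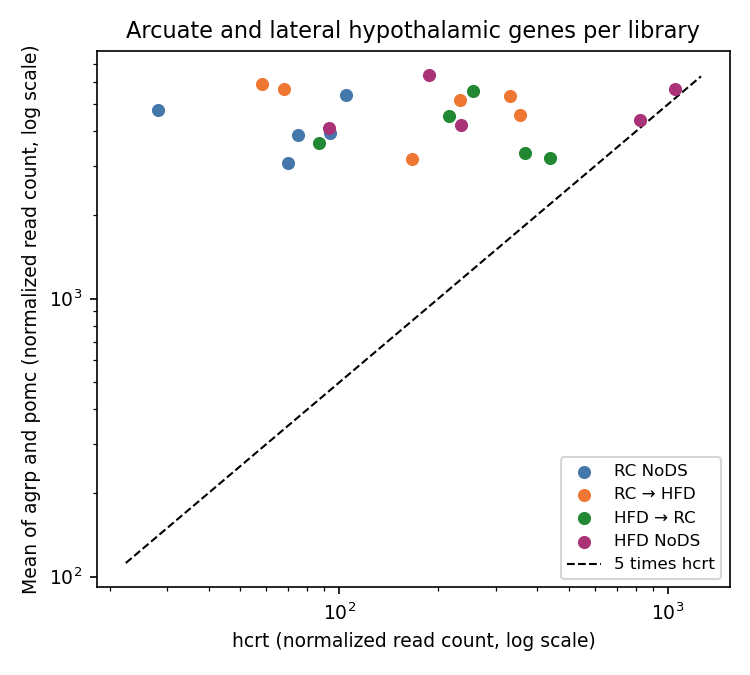
Average normalized read count of *agrp* and *pomc* (vertical axis, log scale) against that of *hcrt* (horizontal axis, log scale), 1 point per library coloured by group. The dashed line marks 5 times *hcrt*, the limit by which the authors had selected punches before sequencing, and all 21 libraries lie above it.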

Altogether, RNA-seq discovered a short list of DEGs that were validated in a separate experimental cohort. 

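Between RC → HFD and HFD → RC, edgeR's quasi-likelihood test with the High Filter called 1 gene, *npy*, whose log2 fold change in HFD → RC relative to RC → HFD was 0.94 (standard error 0.151, adjusted p = 0.0116). *Agrp* rose by 0.90 (standard error 0.188) with an adjusted p of 0.303. An unadjusted p under 0.05 was found for 683 genes. The counts of the 2 groups did not overlap for 62 of 12768 genes, a share only slightly above the 0.433% that chance gives. *Agrp* was called with DESeq2 (adjusted p = 0.120) and without a filter (adjusted p = 0.0772). It was also called without HFD → RC replicate 15 (adjusted p = 0.0322), without HFD → RC replicate 16 (adjusted p = 0.00890) and without HFD NoDS replicate 23 (adjusted p = 0.116). *Npy* was called in all 21 fits that left out 1 library, and lost its call with a robust estimate of the dispersion (adjusted p = 0.530). Without HFD → RC replicate 16, 41 genes were called.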

Of the genes that met the ‘filtering’ expression threshold, only two (*agrp* and *npy*) were differentially expressed between weight-matched DS conditions.

**Fig 3:**
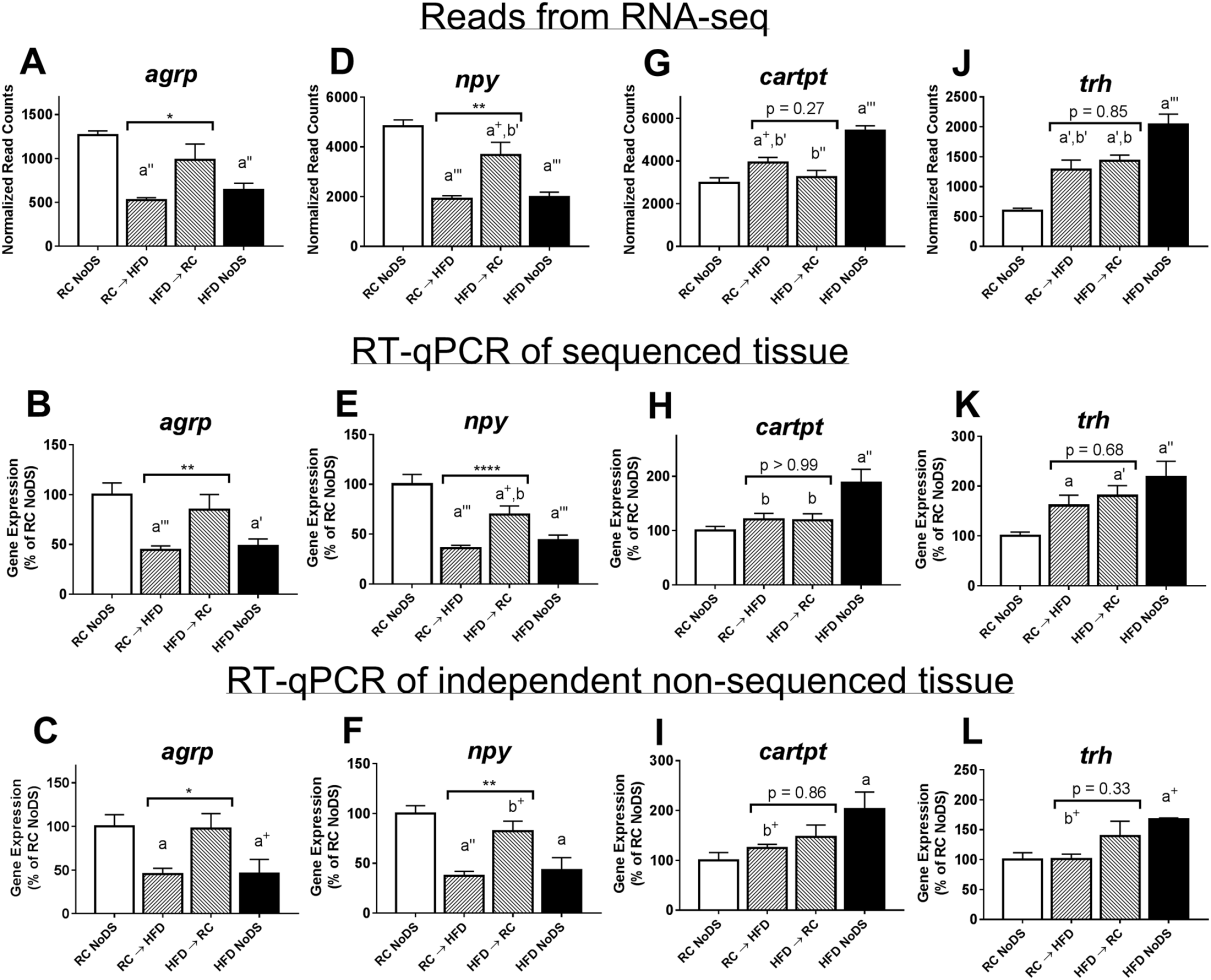
RNA-seq results and RT-qPCR confirmation of VH-expressed genes is consistent between sequenced and non-sequenced tissue. (Top row) Normalized read counts from RNA-seq analysis. (Middle row) RT-qPCR validation using tissue used for RNA-seq. (Bottom row) RT-qPCR validation using independent tissue samples not used for RNA-seq. (A-C) *Agrp* and (D-F) *npy* gene expression is lowest in RC → HFD and HFD NoDS compared to HFD → RC and RC NoDS conditions. (G-I) *Cartpt* and (J-L) *trh* gene expression is highest in HFD NoDS, lowest in RC NoDS, and low to intermediate in both DS conditions. *agrp*: agouti-related peptide; *npy*: neuropeptide y; *cartpt*: cocaine- and amphetamine regulated transcript; *trh*: thyrotropin-releasing hormone. *p<0.05, **p<0.01, ****p<0.0001 comparing RC → HFD vs HFD → RC; a^+^: p<0.1, a: p<0.05, a’: p<0.01, a”: p<0.001, a”‘: p<0.0001 compared to RC NoDS; b^+^: p<0.1, b: p<0.05, b’: p<0.01, b”: p<0.001, b”‘: p<0.0001 compared to HFD NoDS. Sample sizes for top row: [RC NoDS, n = 5; RC → HFD, n = 6; HFD → RC, n = 5; HFD NoDS, n = 5]. Sample sizes for middle row: [RC NoDS: n = 13; RC → HFD: n = 18; HFD → RC: n = 11; HFD NoDS: n = 7]. Samples sizes for bottom row: [RC NoDS: n = 5; RC → HFD: n = 8; HFD → RC: n = 6; HFD NoDS: n = 3].

#### GSEA to compare DS conditions

Since our analyses only found a short list of DEGs, we used GSEA to discover differentially regulated biochemical signaling pathways because this approach includes expression data from all genes (whether or not they were DEGs). We input RNA-seq gene expression data only from RC → HFD and HFD → RC groups and tested for differences against 50 gene sets representing common biochemical pathways. Of these 50 gene sets, six pathways were determined significant at FWER < 0.05 (S2 Table). ‘Oxidative Phosphorylation’ showed the strongest significant difference, with enrichment in HFD → RC compared to RC → HFD (S2 Table: p<0.0001).

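The Hallmark sets were not used here. In their place, 82 nuclear-encoded subunits of the oxidative phosphorylation complexes were picked by gene symbol, 76 of which passed the High Filter. In HFD → RC relative to RC → HFD, 44 of these subunits were higher and 32 lower, and their median log2 fold change was 0.022. Camera, a test of a set against all other genes, gave a p of 0.180 with its preset correlation between genes of 0.01. The rotation test fry gave 0.596, and camera with the correlation estimated from the data (0.172) gave 0.640. The set was therefore not called under any of these tests. Camera with no correlation between genes, a setting chosen after the data were seen, gave a p of 0.0764. Removing the trend of each library on gene length and GC content reversed the direction, with a median log2 fold change of −0.014 and a p of 0.626. The cytosolic ribosomal proteins were higher in HFD → RC for 71 of 77 genes (median log2 fold change 0.058, a camera p of 3.38e-08), and fry gave 0.123 for them.

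**Figure D5:**
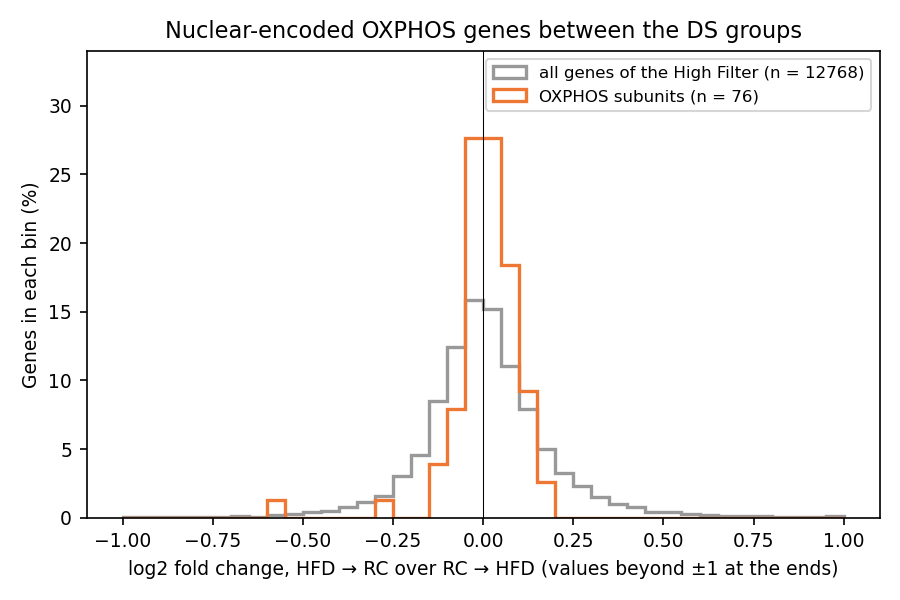
Share of genes (vertical axis, %) by log2 fold change of HFD → RC over RC → HFD (horizontal axis), for all genes of the High Filter and for the 76 subunits of oxidative phosphorylation. The subunits centre on a median of 0.022, and no shift of their bulk away from 0 is visible.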

### Blood biomarkers

#### Glucose and insulin

Obesity is the greatest risk factor for type II diabetes, which is characterized by hyperglycemia and hyperinsulinemia [4]. Therefore, we wanted to test how body mass and diet/energy balance each affect glucose and insulin levels. Glucose levels were significantly elevated in both HFD-consuming groups (RC → HFD and HFD NoDS) compared to both RC-consuming groups (HFD → RC and RC NoDS; Fig 4A). Furthermore, glucose was independently associated with both body weight (Table 1: p = 0.018) and diet/energy balance (p<0.0001). Compared to basal insulin levels (RC NoDS mice), insulin was highest in HFD NoDS mice, intermediate in RC → HFD mice, and unchanged in HFD → RC mice (Fig 4B). Although some RC → HFD animals were hyperinsulinemic compared to HFD → RC animals, these weight-matched DS conditions had statistically similar insulin levels following post-hoc correction (Fig 4B: p = 0.25). Importantly, linear modeling revealed that insulin was strongly associated with diet/energy balance (Table 1: p = 0.0049) but did not show a strong association with body mass (p = 0.11).

**Fig 4:**
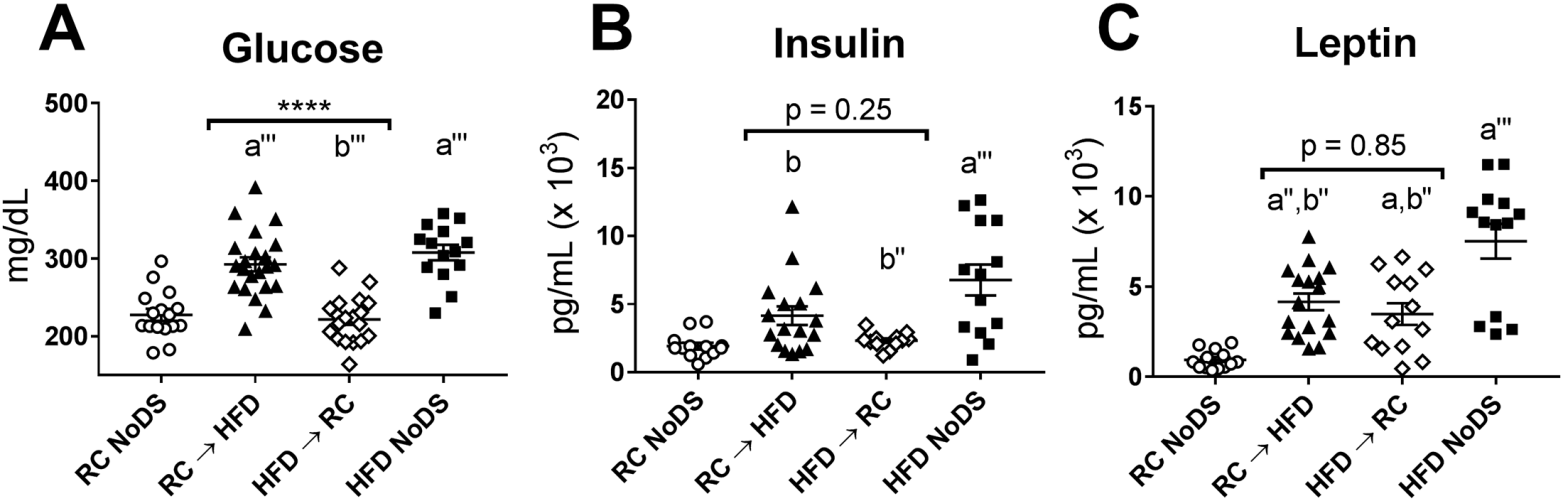
Glucose, insulin, and leptin levels from trunk blood plasma (Day 7 Post-DS). (A) Glucose, (B) insulin, and (C) leptin levels measured from blood plasma, which was collected immediately after sacrifice (ZT6-7). ****p<0.0001 comparing RC → HFD vs HFD → RC; a: p<0.05, a’: p<0.01, a”: p<0.001, a”‘: p<0.0001 compared to RC NoDS; b: p<0.05, b’: p<0.01, b”: p<0.001, b”‘: p<0.0001 compared to HFD NoDS. Sample sizes for glucose: [RC NoDS: n = 16; RC → HFD: n = 21; HFD → RC: n = 19; HFD NoDS: n = 14]. Sample sizes for insulin: [RC NoDS: n = 13; RC → HFD: n = 17; HFD → RC: n = 12; HFD NoDS: n = 13]. Sample sizes for leptin: [RC NoDS: n = 13; RC → HFD: n = 17; HFD → RC: n = 13; HFD NoDS: n = 13].

#### Leptin

Leptin is synthesized and released from adipocytes, and circulating levels are strongly correlated with body weight [34, 35]. Indeed, we found RC NoDS had the lowest, HFD NoDS had the highest, and both DS groups had intermediate, statistically similar leptin levels (Fig 4C). Linear models for leptin levels could not be built from data comparing weight-matched RC → HFD and HFD → RC animals (Table 1: p = 0.22).

#### Thyroid hormones

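By edgeR's quasi-likelihood test, *trh* rose relative to RC NoDS by 1.13 on the log2 scale in RC → HFD (standard error 0.160, adjusted p = 7.20e-04) and by 1.28 in HFD → RC (standard error 0.166, adjusted p = 2.39e-04). All libraries of both DS groups had more *trh* reads than all RC NoDS libraries. HFD NoDS exceeded RC → HFD by 0.66 (standard error 0.153, adjusted p = 0.312) and HFD → RC by 0.51 (standard error 0.161, adjusted p = 0.481), so neither step was called over all genes. In mean counts, every HFD NoDS library was above every HFD → RC library, and 2 of the 5 were above every RC → HFD library (exact permutation p = 0.0152, adjusted 0.0363). RC → HFD replicate 12 had 2047 *trh* reads, and the other 5 libraries of that group had 999 to 1385. Without it, *trh* was called between RC → HFD and HFD NoDS, with a log2 fold change of 0.86 (adjusted p = 0.00419). The call also appeared without HFD NoDS replicate 19, so in 2 of 21 fits that left out 1 library. Of 23 other settings, 2 called it: DESeq2 and limma-voom with weights per library, the latter chosen after the data were seen.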

Using RNA-seq and RT-qPCR, we found *trh* expression in the VH was highest in HFD NoDS mice and intermediate in both DS conditions compared to RC NoDS animals (Fig 3J–3L). Since TRH initiates the hypothalamic-pituitary-thyroid (HPT) axis [36], we wondered whether circulating thyroid factors would exhibit a similar increase. We measured thyroid-stimulating hormone (TSH), triiodothyronine (T3), and thyroxine (T4) in the blood. Due to an unknown reason, TSH levels were highly variable between animals and thus limited interpretation of the results (Panel A in S4 Fig: p = 0.97). Further, 59% of samples could not measure plasma T3 above the detection threshold (not shown). However, T4 levels were robustly detected in all samples, but were statistically similar across all groups (Panel B in S4 Fig: p = 0.20). Since we were unable to reproduce known obesity-related HPT axis differences [37, 38], our interpretation of TSH, T3, and T4 measurements are limited.

### Alternate linear modeling approach to examine diet/energy balance effects independent from body weight

#### Linear models including all four groups can better estimate effects of ‘body weight’

In the current report, we used linear modeling to isolate ‘body weight’ and ‘diet/energy balance’ effects by comparing the two weight-matched DS groups, as previously described [11]. While this approach is able to parse apart their independent effects on each outcome metric, it is limited for two reasons. First, the model does not include data from RC NoDS and HFD NoDS groups, which provide valuable information about the physiological range of these metrics in obese animals and lean controls. Second, these models have difficulty quantifying associations with body weight because body weight is similar between RC → HFD and HFD → RC conditions. These shortcomings are evident, for example, when modeling plasma leptin levels (Fig 4C and Table 1). Despite the clear correlation between leptin levels and body weight (Fig 1C) across all four groups, linear models including only RC → HFD and HFD → RC conditions could not be built for leptin (Table 1: p = 0.22). To this end, we introduce a different linear modeling approach that includes data from all four conditions and assumes that ‘diet/energy balance’ can be approximated by acute weight changes (Δbody weight; % weight change from Pre- to Post-DS; see Fig 1D). We believe this is a valid assumption because HFD-fed obesity resistant rodents do not show stereotypical metabolic and behavioral abnormalities compared to HFD-fed obesity prone rodents [39–41], suggesting HFD-induced weight changes (not HFD *per se*) are required to induce pathophysiological conditions. Last, there is no correlation between body weight and Δbody weight among all animals (S5 Fig: R^2^ = 8.8x10^-5^, p = 0.94), and this variability helps to build statistically powerful linear associations for each output metric. The results for these new models are shown in Table 3, along with reanalyzed data from our previous manuscript, which focused on EEG-measured sleep/wake behavior following the same DS feeding paradigm [11].

**Table 3:** Linear modeling results using body weight and Δbody weight as predictors from all animals.

Metric	Linear Regression Models All four groups							
	ANOVA		Body Weight			ΔBody Weight		
	*F-value*	*p-value*	*β* *(SEM)*	*Stdβ*_*xy*_	*p-value*	*β* *(SEM)*	*Stdβ*_*xy*_	*p-value*
**Locomotor Mice**								
***Animal Behavior***								
**Caloric Int**. 24 Hour	**17.18**	**<0.0001**	0.04 (0.068)	0.059	0.56	**0.21** **(0.04)**	**0.583**	**<0.0001**
**Activity** Dark	**11.45**	**<0.0001**	**-894.60** **(188.35)**	**-0.504**	**<0.0001**	49.71 (96.34)	0.055	0.61
**Activity** Light	0.561	0.57	-86.47 (82.85)	-0.127	0.30	7.02 (42.38)	0.020	0.87
**Activity** 24 Hour	**9.46**	**0.0002**	**-981.07** **(227.38)**	**-0.468**	**0.0001**	56.73 (116.30)	0.053	0.63
***VH Gene Expression***								
***Agrp***	**15.98**	**<0.0001**	**-0.066** **(0.017)**	**-0.444**	**0.0003**	**-0.037** **(0.008)**	**-0.496**	**0.0001**
***Npy***	**21.79**	**<0.0001**	**-0.067** **(0.015)**	**-0.469**	**0.0001**	**-0.040** **(0.008)**	**-0.553**	**<0.0001**
***Cartpt***	**7.22**	**0.0019**	**0.047** **(0.012)**	**0.489**	**0.0004**	0.003 (0.006)	0.072	0.58
***Pomc***	1.92	0.16	0.017 (0.018)	0.133	0.0004	0.016 (0.009)	0.254	0.081
***Trh***	**6.29**	**0.0038**	**0.057** **(0.016)**	**0.463**	**0.0009**	-0.001 (0.008)	-0.008	0.95
***Sbno2***	**4.14**	**0.022**	**0.023** **(0.009)**	**0.353**	**0.010**	-0.005 (0.005)	-0.142	0.30
***Serpina3n***	**7.66**	**0.0013**	**0.045** **(0.012)**	**0.494**	**0.0004**	-0.002 (0.006)	-0.046	0.72
***Blood Biomarkers***								
**Glucose**	**40.73**	**<0.0001**	**3.72** **(0.72)**	**0.427**	**<0.0001**	**2.76** **(0.37)**	**0.609**	**<0.0001**
**Insulin**	**34.26**	**<0.0001**	**331.44** **(43.07)**	**0.701**	**<0.0001**	**84.26** **(25.92)**	**0.296**	**0.0020**
**Leptin**	**10.68**	**0.0001**	**268.09** **(60.21)**	**0.516**	**<0.0001**	45.49 (35.68)	0.148	0.21
**T4**	2.41	0.10	**-3629** **(1655)**	**-0.288**	**0.033**	61.95 (980.6)	0.008	0.95
**EEG Mice: Behavior**								
***Caloric Intake***								
**Caloric Int**. 24 Hour	0.461	0.64	-0.050 (0.073)	-0.145	0.50	0.035 (0.042)	0.175	0.42
***Total Time Spent in Each State***								
**Wake** 24 Hour	**13.38**	**0.0001**	**-6.50** **(1.99)**	**-0.481**	**0.003**	**-3.47** **(1.15)**	**-0.443**	**0.006**
**NREM** 24 Hour	**11.33**	**0.0004**	**6.04** **(1.93)**	**0.480**	**0.005**	**2.97** **(1.12)**	**0.406**	**0.014**
**REM** 24 Hour	**3.68**	**0.041**	0.461 (0.416)	0.209	0.28	**0.506** **(0.241)**	**0.395**	**0.047**

Estimates are from joint regression models containing both weight factors. ANOVA: Indicates overall significance of linear model. *β*: β-estimate and standard error indicates expected change in outcome for a 1 unit increase in predictor. *Stdβ*_*xy*_: Standardized β-estimate along both axes, indicating the standard deviation change for the y-variable given a 1 standard deviation increase in the predictor. SEM: Standard Error of the Mean. Highlighted cells indicate significance at p<0.05. Note that VH gene expression values are modeled using RT-qPCR results from sequenced tissue of individual animals (Fig 3 and S2 Fig: middle rows) to maximize sample size. REM: Rapid eye movement sleep; NREM: Non-REM sleep; *cartpt*: cocaine- and amphetamine regulated transcript; *serpina3n*: serine (or cysteine) peptidase inhibitor clade A member 3N; *sbno2*: strawberry notch homolog 2; *trh*: thyrotropin-releasing hormone; *agrp*: agouti-related peptide; *npy*: neuropeptide y; *pomc*: proopiomelanocortin; T4: Thyroxine.

#### Reanalyzing previous results (EEG mice) to compare behavioral responses in the present study

In the present study, caloric intake is positively related to Δbody weight (Table 3: p<0.0001) but not actual body mass (p = 0.56; visualized in Figures A and B in S6 Fig), which is similar to the results of the previous model showing an association with diet/energy balance (Table 1: p<0.0001) but not body weight (p = 0.35). Therefore, significant associations with ‘Δbody weight’ may be mediated, in part, by caloric intake differences, which is similar to the ‘diet/energy balance’ predictor in the previous model. Regarding the EEG-mice, caloric intake was similar across all conditions on Day 7 Post-DS [11], and statistically significant models for energy intake could not be built (Table 3: p = 0.64). Thus, unexpected caloric intake differences between the previous and current studies following the DS feeding paradigm may be due to housing conditions (tethered EEG recording cables vs homecage locomotor boxes).

Next, we reanalyzed how body weight and Δbody weight are associated with EEG-measured sleep/wake behavior and compared those results to the locomotor activity data presented herein. We found that total wake and non-rapid eye movement sleep (Non-REM, or NREM) time were significantly associated with both body weight (Table 3: p = 0.003 and p = 0.005, respectively) and Δbody weight (p = 0.006 and p = 0.014, respectively); REM sleep was positively associated with Δbody weight (p = 0.047) but not body mass (p = 0.28). However, in the present study, spontaneous activity is negatively correlated with body mass (p = 0.0001) but is unrelated to Δbody weight (p = 0.63; visualized in Panels C and D in S6 Fig); this effect is largely driven by the obese, hypoactive HFD NoDS mice (Fig 2C). Taken together, these linear models highlight how body mass and acute weight changes differentially affect spontaneous locomotor and sleep/wake behavior, and provide better estimates for body weight effects compared to the models used earlier.

#### Relating blood metrics and VH gene expression to activity and sleep/wake behavior

To this point, we have calculated how each metric relates to both body mass and Δbody weight by using the DS feeding paradigm. Specifically, the relationship of each output measure to both predictors (body weight and Δbody weight) was described by β-values, or slope of the linear fit. In general, if a predictor and outcome are strongly related, the magnitude of the slope will increase (and the p-value will decrease). In order to compare these β-values directly, both the x and y distributions (mean ± standard deviation) were normalized to Z-scores. This yields a standardized score along both axes (Stdβ_xy_) that can now be interpreted as the magnitude increase (in standard deviations) of the output variable given a 1 standard deviation increase in the predictor variable. Therefore, we calculated two Stdβ_xy_ scores for each metric (one each for its relation to body weight and Δbody weight), and plotted these values in Fig 5.

**Fig 5:**
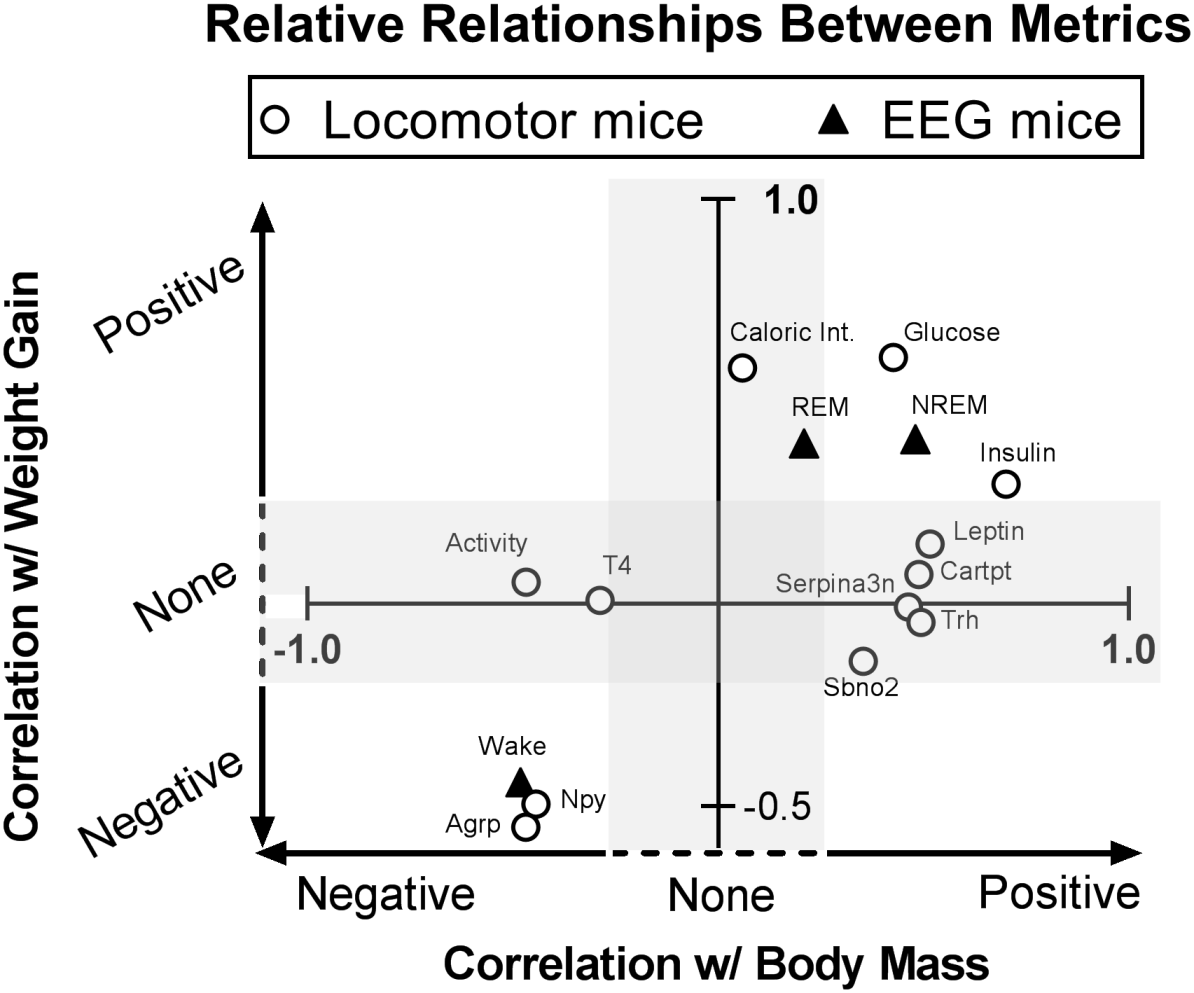
Plotting standardized correlation coefficients to visualize how blood biomarkers, VH gene expression, and behavioral data relate. For each output metric, standardized β coefficients (Stdβ_xy_) were calculated for both weight metrics (body weight and Δbody weight) and plotted together here. Any values to the right of the y-axis are positively associated with increased body weight, while any values to the left of the y-axis decrease as body mass increases. Any values above the x-axis increase as Δbody weight increases (positive energy balance), while points below the x-axis decrease as Δbody weight increases. Points in the shaded area represent non-significant associations. Exact Stdβ_xy_ and p-values are shown in Table 3. REM: Rapid eye movement sleep; NREM: Non-REM sleep; *cartpt*: cocaine- and amphetamine regulated transcript; *serpina3n*: serine (or cysteine) peptidase inhibitor clade A member 3N; *sbno2*: strawberry notch homolog 2; *trh*: thyrotropin-releasing hormone; *agrp*: agouti-related peptide; *npy*: neuropeptide y; T4: Thyroxine.

We found that the data can be generally categorized into five groups. First, some metrics are positively related to body weight without a relation to Δbody weight (plasma leptin and VH expression of *cartpt*, *trh*, *sbno2*, *serpina3n*). Second, two metrics—total spontaneous activity and plasma T4 levels—are negatively associated with body weight and display no relationship to Δbody weight (although the linear model for T4 only trends towards significance; Table 3: p = 0.10). Third, caloric intake and total REM sleep are positively related to Δbody weight and unrelated to body weight. Fourth, some metrics are positively associated with both increased body weight and acute weight gain, including plasma glucose and insulin and total NREM sleep time. Last, total wakefulness and VH expression of *agrp* and *npy* are negatively associated with both increased body weight and weight gain. Altogether, this approach allows visualization of correlated metabolic and behavioral parameters which helps to inform how peripheral and central processes may influence spontaneous activity and sleep/wake patterns.

## Discussion

Using the DS feeding paradigm, we generated two groups of mice (RC → HFD and HFD → RC) with similar body mass but opposite energetic status. Using two different linear modeling approaches, we found that VH expression of *agrp* and *npy*, blood glucose and insulin levels, and sleep/wake behavior were highly modified by diet and/or energy balance. Unlike total wakefulness, spontaneous locomotor activity was not related to diet/energy balance; VH expression of *cartpt*, *trh*, *sbno2*, and *serpina3n* as well as plasma leptin and T4 show similar associations to activity patterns. Taken together, our results reveal novel associations between blood biomarkers, neural gene expression, and spontaneous activity and sleep/wake behavior, which offers new insights into the genesis and reversibility of metabolic and behavioral abnormalities in DIO.

DIO animals are both profoundly hypoactive and hypersomnolent, spending an extra 1–2 hours asleep per day compared to lean controls [23]. Spontaneous activity and sleep/wake patterns are highly correlated, since inactivity is a requirement for sleep. However, we found that wakefulness and NREM sleep, but not spontaneous locomotor activity, were significantly associated with Δbody weight (Table 3). These differences may be related to technical limitations of the locomotor boxes or a real biological phenomenon. Regarding the former, locomotor boxes track activity using infrared beams; when a beam is ‘broken’ by a moving animal, the software registers an activity count. Since obese animals are physically wider, they will be able to break more beams with less movement compared to lean mice. Other activity monitoring approaches, such as video tracking, may provide a less biased approach to compare lean vs obese animals’ activity patterns [42]. Second, the difference between locomotor activity and wakefulness may be a natural phenomenon. Specifically, our previous work found that the RC → HFD animals exhibit abnormal sleep behavior, with similar sleep/wake amounts and fragmentation to HFD NoDS animals [11]. However, in the present study, RC → HFD animals were hyperactive compared to HFD NoDS mice (Fig 2C: p<0.001). One interpretation is that RC → HFD animals increase physical activity to counteract weight gain, but this leads to physical exhaustion, fatigue, and sleepiness. Indeed, obesity is associated with decreased endurance and increased fatigue [43]. Furthermore, HFD-fed animals consume food throughout the day [44], which may cause increased activity acutely (while eating) but post-prandial rest immediately afterwards [45]. Conversely, animals losing weight (HFD → RC) show similar wake and activity patterns to RC NoDS animals, suggesting that the mechanisms that induce hypersomnolence may be separate from the mechanisms that rescue it. Lastly, REM sleep was positively associated with Δbody weight, but not absolute body weight (Table 3). However, REM sleep amounts are highly inconsistent between different mouse models of obesity [23], so it remains unclear how diet, energy balance, and body weight relate to REM sleep. Future work that measures activity and sleep/wake behaviors simultaneously will be required to confirm their uncoupling under these conditions. However, when we attempted to measure HFD-induced changes to both EEG-recorded sleep/wake and infrared beam-based locomotor activity, mice did not experience normal weight gain. We believe this was due to the combined stressors required for each signal acquisition (tether cables for EEG; low bedding and no nestlet for locomotor activity). This further highlights the need for advanced simultaneous tracking of both behaviors (e.g., telemetry-based EEG recordings with video tracking).

The present study used RNA-seq to discover VH genes and pathways which were differentially affected by body weight and/or diet/energy balance. Of the short list of DEGs, many genes encoded neuropeptides with known roles in energy balance, locomotor activity, and sleep/wake behavior. Specifically, we detected thyrotropin-releasing hormone (*trh*) as gene of interest. Since *trh* initiates the hypothalamus-pituitary-thyroid (HPT) axis, we measured thyroid hormone levels in the blood, but an unknown source of variability in TSH and T3 measurements limited the overall interpretation of our results. Nonetheless, VH expression of *trh* and blood T4 correlated with body mass independent of Δbody weight, although *trh* was positively associated with body weight while T4 was negatively associated. Similar trends are observed in both sleep disturbed and obese animals, including obese humans losing weight via caloric restriction [38, 46, 47]; however, since sleep differences were controlled for prior to sacrifice, we believe these associations with body weight are not confounded by behavioral differences. Thus, our work suggests that obesity-related HPT dysfunctions are related to body weight independent of acute diet or weight changes and sleep/wake differences, although reliable TSH and T3 measurements are still required.

In addition to *trh*, neuropeptide y (*npy*), agouti-related peptide (*agrp*), and cocaine- and amphetamine regulated transcript (*cartpt*) were all found to be differentially expressed by RNA-seq. All three genes are enriched in the ARC with well-known roles in maintaining energy balance [18]. Furthermore, obese animals have decreased *npy* and *agrp* expression and increased *cartpt* expression [21, 32]. 

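Relative to RC NoDS, RC → HFD had a log2 fold change of −1.24 in *agrp* (standard error 0.188, adjusted p = 0.00154) and of −1.31 in *npy* (standard error 0.151, adjusted p = 2.36e-05) by edgeR's quasi-likelihood test. In HFD → RC the corresponding values were −0.34 for *agrp* (standard error 0.194, adjusted p = 0.692) and −0.37 for *npy* (standard error 0.157, adjusted p = 0.534). Relative to HFD → RC, HFD NoDS had a log2 fold change of −0.63 in *agrp* (adjusted p = 0.481) and of −0.89 in *npy* (adjusted p = 0.0314).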

Here, we show that *npy* and *agrp* are not only decreased in obese (HFD NoDS) animals, but also in HFD → RC animals; therefore, *npy* and *agrp* are negatively associated with both increased body mass and acute weight gain. However, while *cartpt* is positively related to body weight, it is not affected by Δbody weight. These observations are interesting for a few reasons. First, there is a negative association between VH gene expression and known downstream effects of the encoded neuropeptide. For example, HFD NoDS animals have augmented expression of *cartpt*, but suffer from the hypersomnolence and fragmented sleep/wake bouts [23]. However, exogenous CARTPT neuropeptide potently increases wakefulness and consolidates sleep/wake bouts [48]. Therefore, it is possible that endogenous CARTPT levels are decreased (despite elevated transcript levels) and/or activation of downstream signaling pathways are blunted. Indeed, resistance to anorexigenic signaling pathways are well-characterized in obesity (e.g., leptin and insulin), including neuropeptides such as CARTPT [49]. Second, out of all of VH genes measured, only genes that promote food intake (*agrp* and *npy*) responded to acute body weight changes. While it remains unclear if this has a functional consequence, this suggests that the VH senses and responds to weight loss by increasing expression of orexigenic genes, but during weight gain, anorexigenic gene expression does not immediately elevate. This asymmetry between anorexigenic and orexigenic pathways would also perpetuate weight gain. Taken together, we recapitulate known associations with *npy*, *agrp*, and *cartpt* with obesity, but show that only the orexigenic genes (*npy* and *agrp)* are related to acute weight changes.

RNA-seq has the advantage of quantifying all mRNA transcripts in the tissue sample, revealing understudied genes or pathways beyond putative VH neuropeptides. First, RNA-seq analysis revealed upregulation of *serpina3n* and *sbno2* in HFD NoDS animals, demonstrating a positive correlation with body weight with no relation to Δbody weight. *Sbno2* is a pro-inflammatory factor in the CNS expressed predominately in astrocytes [50], while se*rpina3n* is an astrogliosis marker with elevated expression in the hypothalamus of DIO mice [51, 52]. Obesity is known to induce hypothalamic inflammation [53, 54], and reducing this inflammation can protect against HFD-induced weight gain [55, 56]. While we did not directly quantify astrogliosis and VH inflammation in our studies, we found that these inflammatory markers do not increase acutely and are only elevated in DIO mice. 

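In RC → HFD relative to RC NoDS, the log2 fold change was 0.32 for *serpina3n* (standard error 0.136, adjusted p = 0.701) and 0.22 for *sbno2* (standard error 0.128, adjusted p = 0.831). Counts above all RC NoDS libraries were found in 4 of 6 RC → HFD libraries for *serpina3n* and in 3 of 6 for *sbno2*. HFD NoDS exceeded RC → HFD by 0.61 in *serpina3n* (standard error 0.135, adjusted p = 0.250) and by 0.49 in *sbno2* (standard error 0.126, adjusted p = 0.380). These 2 differences were not called over all genes, whereas the exact permutation test of mean counts gave an adjusted p under 0.05 for both (0.0208 for *sbno2*). *Serpina3n* was called in 5 of 21 fits that left out 1 library (RC → HFD replicate 11, HFD → RC replicates 15 and 16 and HFD NoDS replicates 19 and 20) and in 7 of 23 other settings, 2 of them chosen after the data were seen. *Sbno2* was called in 0 of 21 such fits and in 1 of the 23 settings (DESeq2).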

Future work directly measuring hypothalamic inflammation (via gene and protein expression assays of many biomarkers) will be required to fully establish the link to diet/energy balance. Second, we ran RNA-seq results through GSEA to discover biochemical pathways that may differ between DS groups. While this approach is prone to false-positives, ‘Oxidative Phosphorylation’ was identified twice as significantly enriched in HFD → RC animals compared to RC → HFD (S3 Table: p<0.0001). This potentially implicates differential energy production between weight-matched DS animals, which could be due to alternate sources of energy (e.g., anaerobic pathways) or indicate differences in mitochondrial functioning. 

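When 1 of the 21 libraries at a time was left out, the camera p of the oxidative phosphorylation subunits ranged from 0.00281 to 0.664. It was lowest without RC → HFD replicate 12, where 51 of 77 subunits were higher in HFD → RC, and was 0.00829 without HFD → RC replicate 16. From the enrichment of this set, the paper proposes a difference in energy production between weight-matched DS animals.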

Regarding the latter, obesity has known associations with abnormal mitochondrial biogenesis, morphology, and ATP production [57]. However, the influence of diet and/or energy balance on mitochondria, independent of body weight, remains unclear. Taken together, RNA-seq is a powerful hypothesis-generating tool that provides unbiased expression of all transcripts in a given tissue sample.

RNA-seq, however, does have limitations, especially when measuring heterogeneous tissues such as the brain. Like other gene expression assays (microarrays and RT-qPCR), RNA-seq is most powerful with homogenous samples [58]. The VH, however, contains many neural cell types (e.g., neurons, astrocytes, microglia), distinct neuronal nuclei (e.g., ARC, PVN, and VMN), and the ARC alone contains as many as 50 transcriptionally-distinct cell types [59]. Thus, assessing gene expression changes in VH punches will dilute relevant ‘signal’ with the ‘noise’ of other cell types. Indeed, RNA-seq of purified p*omc*+ and *agrp*+ ARC neurons from lean, *ad lib*-fed mice found hundreds of DEG [60]. However, this purification process requires 3+ hours of cell manipulation before cell lysis and RNA extraction, which may have unintended effects on expression profiles. Importantly, our approach did identify genes with robust expression differences, which was confirmed using RT-qPCR of tissue samples from an independent animal cohort.

In addition to the VH, the brainstem contains nuclei critical for sensing and integrating peripheral and central signals to influence metabolic and behavioral phenotypes. Specifically, the dorsal vagal complex (DVC) is a heterogeneous hindbrain region that responds to changes in blood glucose, insulin, and leptin, and projects to many other brain regions (including the hypothalamus) to regulate food intake [61–64]. Furthermore, many gut-derived hormones (such as cholecystokinin and glucagon-like peptide-1) can reduce food intake by acting on the DVC directly (via receptor activation) or indirectly (via vagal afferents) [12, 64]. Future work could measure how other gut-derived hormones and brain regions (specifically the DVC) respond to changes in diet/energy balance vs body weight.

Gene expression assays (such as RNA-seq and RT-qPCR) do not provide information about downstream processes (e.g., protein translation/cleavage/degradation), which may be uncoupled from mRNA expression levels. For example, hypothalamic *pomc* transcript levels are unchanged in DIO [32, 33], but the encoded POMC peptide is decreased in obese rats [65]. Furthermore, POMC is cleaved into multiple peptide hormones (e.g., adrenocorticotropic hormone and α-melanocyte-stimulating hormone), and individual hormones can be affected by fasting/overfeeding and directly influence metabolic and behavioral phenotypes [18, 66–68]. Future studies measuring neuropeptide and hormone levels following the DS feeding paradigm may implicate other signaling pathways not identified by RNA-seq.

The present study uses two linear regression approaches to determine independent ‘body weight’ and ‘diet/energy balance’ effects on measured parameters. The first model only uses data from the two weight-matched DS groups (RC → HFD and HFD → RC) and uses an arbitrary categorical variable as the ‘diet/energy balance’ predictor. By modeling ‘diet/energy balance’ with a categorical variable, all confounding factors between with the different DS groups (e.g., caloric intake, macronutrient composition, energy balance, etc.) are included in this sole variable. Therefore, this model can isolate ‘body weight’ effects independent of these other factors. However, this approach does have its disadvantages, particularly when quantifying associations that appear to correlate with ‘body weight’ (e.g., leptin levels). To this end, we used a second modeling approach that estimates ‘diet/energy balance’ with acute weight changes (Δbody weight). This has a few unique advantages. First, the DS feeding paradigm generates large variability between groups for both body weight (min / median / max:: 26.5 / 33.8 / 50.7; in grams) and Δbody weight (-20.5 / 1.70 / 22.0; in %) which is normally distributed around the mean. Second, the animals with the most extreme body weight differences (RC NoDS and HFD NoDS) have the smallest changes in Δbody weight, and vice versa for the DS groups. Third, this approach uses real data for all input and output metrics, as opposed to the arbitrary categorical values, thus capturing interanimal variability associated with RC and HFD consumption. Last, since all animals are included in the analysis, estimated β-coefficients for body weight are more powerful, and standardized β-coefficients *(Stdβ*_*xy*_*)* for body weight and Δbody weight can be directly compared. To this end, we scatter-plotted the calculated *Stdβ*_*xy*_ values for each metric together, allowing for a snapshot of how blood biomarkers, VH gene expression, and behavior correlate, which revealed novel associations between these parameters.

The main drawback to this linear modeling approach, however, is that it assumes the majority of diet-induced metabolic effects are due to weight gain/loss. Therefore, this model cannot capture pure diet effects (due to differences macronutrient composition) or differences in caloric intake. In order to fully disassociate ‘diet’ from ‘energy balance’, future work could repeat the DS with different hypercaloric diets (that vary by carbohydrate, fat, and protein content), alter the duration of post-DS exposure (both less than and greater than one week), and/or use other approaches to affect acute weight changes (e.g., access to a running wheel). In addition, future studies that measure basal metabolic rate and energy expenditure may help disassociate ‘diet’ and ‘energy balance’ effects on metabolic and behavioral outcomes. Finally, this modeling approach may overestimate body weight effects, since RC NoDS and HFD NoDS conditions have the most extreme body weight and metabolic/behavioral differences. Indeed, longer exposure to HFD would further augment body mass, thus changing the linear model coefficient estimates or the overall association (e.g., logarithmic relationship) between body weight and the outcome of interest. Nonetheless, we believe this modeling approach succinctly estimates trends across all groups, allowing each output metric to be compared to one another.

It is important to acknowledge the limitations of this research. First, we did not quantify amount of lean and fat mass in these mice. Obesity is typically classified by BMI because it is easy to measure, but visceral abdominal fat is a better predictor for long term health outcomes in humans [69, 70]. In mice, previous studies have found HFD greatly increases both fat mass and body weight, with little to no effect on lean mass, and that body weight correlates with fat mass (but not lean mass) after DIO mice are switched to RC (HFD → RC) [71, 72]. Therefore, since body weight and fat mass correlate following RC and HFD challenges, we believe building linear models based on body fat would produce similar associations to outcome metrics (compared to body weight). Furthermore, since fat and lean mass is typically quantified either by dual energy X-ray absorptiometry (which requires anesthesia) or post-mortem in mice [69], it would be difficult to quantify within-animal changes from Pre- to Post-DS, which was an important predictor in the linear models. Nonetheless, relating these metrics to fat mass instead of body mass may reveal some unexpected and interesting differences. Second, we chose to sleep deprive, but not fast mice, prior to sacrifice. Sleep deprivation controlled for known differences in behavior between lean and obese mice [11, 23], allowing us to measure VH genes that may be upstream of sleep/wake changes. Furthermore, we chose to maintain *ad lib* feeding conditions to prevent all animals from losing weight prior to sacrifice. Indeed, fasting normally-weighted mice can reduce lean mass and result in torpor, which is characterized by decreased metabolic rate, hypoactivity, and hypothermia [73, 74]; therefore, we wanted to avoid these potential confounds. Importantly, we found no evidence of torpor in our studies, since spontaneous activity levels were elevated in all groups (including HFD → RC animals, which were rapidly losing weight) compared to HFD NoDS animals. While we acknowledge that random feeding increases variability in VH genes and blood biomarkers compared to fasting [73, 75], we still found robust differences among these metrics (e.g., VH *agrp*, *npy*, *cartpt*, *trh*; blood glucose, insulin, leptin) which had unique expression patterns from one another. Therefore, it is unlikely that random feeding greatly influenced these group-wide differences, although it is possible fasting would further augment these effects.

Collectively, our results reveal how distinct aspects of DIO (diet/energy balance and body weight) can independently affect many metabolic and behavioral outcomes. We found many metrics were highly modified by changes to diet/energy balance, including glucose and insulin, VH expression of *npy* and *agrp*, and sleep/wake behavior. This suggests that these parameters are more related to one another compared to factors with no association with diet/energy balance. Furthermore, the physiological changes which are modified by diet/energy balance necessarily precede changes associated with body weight. For example, even though DIO mice are both hypersomnolent and hypoactive, RC → HFD animals are profoundly hypersomnolent but paradoxically hyperactive one week Post-DS [11]. Therefore, our work reveals that obesity-related sleep/wake abnormalities present rapidly (within 1 week) while locomotor activity differences require longer to manifest. Identifying the directionality of obesity-related changes (e.g., sleep/wake changes are upstream of activity changes) may help elucidate the genesis and reversibility of DIO comorbidities.

## Supporting information

S1 Fig Activity-based estimates for sleep/wake behavior are unreliable for DIO mice. Obese mice sleep ~1–2 hours more per day and exhibit increased sleep/wake fragmentation compared to lean animals [23]. Fig 2A shows that DIO mice are hypoactive compared to lean mice during the dark period, when these sleep effects are most pronounced. An activity-based algorithm to estimate wake differences has been developed and validated in lean mice; this ‘40-second’ rule agrees >90% with simultaneous EEG-recordings [22]. We find that this algorithm does not recapitulate stereotypical sleep/wake abnormalities observed in DIO mice (C,G). Further, alternate algorithms using (A,E) 20, (B,F) 30, or (D,H) 50 seconds of inactivity as a cut-off threshold for sleep shows similar inadequacies. RC NoDS, n = 16; RC → HFD, n = 21; HFD → RC, n = 19; HFD NoDS, n = 14.
(TIF) Click here for additional data file.

S2 Fig RT-qPCR validation of RNA-seq results including neuropeptide genes for which differential expression was not expected. (Top row) Normalized read counts from RNA-seq analysis. (Middle row) RT-qPCR validation using tissue used for RNA-seq. (Bottom row) RT-qPCR validation using independent tissue samples not used for RNA-seq. (A-C) *Sbno2* and (D-F) *serpina3n* showed highest expression level in HFD NoDS, lowest in RC NoDS, and low to intermediate expression in both DS groups. (G-I) *Pomc* and (J-L) *hcrt* expression was similar across all groups, as expected. *serpina3n*: serine (or cysteine) peptidase inhibitor clade A member 3N; *sbno2*: strawberry notch homolog; *pomc*: proopiomelanocortin; *hcrt*: hypocretin/orexin. a’: p<0.01, a”: p<0.001, a”‘: p<0.0001 compared to RC NoDS; b: p<0.05, b’: p<0.01, b”: p<0.001, b”‘: p<0.0001 compared to HFD NoDS. Sample sizes for top row: [RC NoDS, n = 5; RC → HFD, n = 6; HFD → RC, n = 5; HFD NoDS, n = 5]. Sample sizes for middle row: [RC NoDS: n = 13; RC → HFD: n = 18; HFD → RC: n = 11; HFD NoDS: n = 7]. Samples sizes for bottom row: [RC NoDS: n = 5; RC → HFD: n = 8; HFD → RC: n = 6; HFD NoDS: n = 3].
(TIF) Click here for additional data file.

S3 Fig RNA-seq results of remaining DEGs discovered by any RNA-seq analysis approach (see Table 1). Note the low expression counts for *izfk3*, *tk1*, and *cldn2*. *Ikfz3*: IKAROS family zinc finger 3; *tk1*: thymidine kinase 1; *cldn2*: claudin 2; *atxn7l2*: ataxin 7 like 2; *rbm3*: RNA-binding protein 3; *c4b*: complement 4b. **p<0.01, ***p<0.001 comparing two DS conditions; a: p<0.05, a’: p<0.01, a”: p<0.001, a”‘: p<0.0001 compared to RC NoDS; b: p<0.05, b’: p<0.01, b”: p<0.001, b”‘: p<0.0001 compared to HFD NoDS. RC NoDS, n = 5; RC → HFD, n = 6; HFD → RC, n = 5; HFD NoDS, n = 5.
(TIF) Click here for additional data file.

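*Ikzf3* (ENSMUSG00000018168, chromosome 11 from 98326216 to 98407345) averaged 6 ± 2.92 normalized reads (SD, n = 5) in RC NoDS, 1.17 ± 1.83 (n = 6) in RC → HFD, 13.8 ± 7.40 (n = 5) in HFD → RC and 0.6 ± 0.894 (n = 5) in HFD NoDS. In the same order, *tk1* averaged 5.6 ± 4.45, 18.3 ± 5.50, 0 and 9.6 ± 7.67 reads, and *cldn2* averaged 11 ± 6.40, 15.3 ± 2.88, 1.6 ± 2.19 and 9.6 ± 6.07. All 5 HFD → RC libraries had a *tk1* count of 0. If each read were an independent molecule, a 0 would allow up to 3 reads in each. That limit covers the sampling of reads only. The estimate was 4.16 to 13.8 reads per distinct molecule in these libraries, so more reads than that are allowed. *Cldn2* was at 0 in 3 of those libraries, and *ikzf3* at 0 in 4 RC → HFD and 3 HFD NoDS libraries. The remaining 3 genes passed the High Filter. *Atxn7l2* (ENSMUSG00000048997, chromosome 3 from 108005140 to 108013852) averaged 367 ± 36.1, 386 ± 30.3, 325 ± 27.2 and 471 ± 18.3 reads. *Rbm3* (ENSMUSG00000031167, chromosome X from 7716101 to 7723006, overlapped by *2900002K06Rik* on the opposite strand) averaged 955 ± 82.7, 609 ± 58.2, 812 ± 131 and 756 ± 45.6. *C4b* (ENSMUSG00000073418, chromosome 17 from 34865325 to 34880827), which has a close paralog in *c4a*, averaged 872 ± 197, 874 ± 69.0, 1265 ± 225 and 1737 ± 563. The adjusted p of edgeR's quasi-likelihood test among all 4 groups was 0.192 for *atxn7l2*, 0.0319 for *rbm3* and 0.00232 for *c4b*. With the Low Filter it was 0.147 for *tk1*, 0.341 for *ikzf3* and 0.586 for *cldn2*.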

S4 Fig Thyroid hormone measurements. (A) Thyroid-stimulating hormone (TSH) showed highly variable expression levels across samples, contributing to non-significant group effects (p = 0.9658). (B) Thyroxine (T4) levels were not robustly different between dietary conditions. Triiodothyronine (T3) levels were also measured, but most samples were below detection threshold and not quantifiable (not shown). TSH sample sizes: [RC NoDS, n = 11; RC → HFD, n = 14; HFD → RC, n = 11; HFD NoDS, n = 11]. T4 sample sizes: [RC NoDS, n = 13; RC → HFD, n = 17; HFD → RC, n = 13; HFD NoDS, n = 13].
(TIF) Click here for additional data file.

S5 Fig Body weight and Δbody weight are not correlated across all dietary conditions. Scatter plot of absolute body weight (Post-DS, in grams) vs Δbody weight (percent change in body weight from Pre- to Post-DS). There is no correlation between body weight and Δbody weight for these mice across all groups (R^2^ = 8.8x10^-5^, p = 0.94). RC NoDS, n = 16; RC → HFD, n = 21; HFD → RC, n = 19; HFD NoDS, n = 14.
(TIF) Click here for additional data file.

S6 Fig Linear regression analysis for caloric intake and locomotor activity. (A) Caloric intake is not related to body weight. (B) Energy intake is positively related to acute weight changes (Δbody weight). (C) Activity patterns are negatively associated with body weight. (D) Locomotor activity is not related to Δbody weight.
(TIF) Click here for additional data file.

S7 Fig Immunofluorescence localization of the VH. One mouse was deeply anesthetized and transcardially perfused with ice-cold 4% paraformaldehyde (pH = 7.5). The brain was left in 4% PF overnight, and then switched to 30% sucrose the following day. A cryostat was used to coronally section the brain (50 μm) and free-floating sections were placed into blocking buffer (4% normal donkey serum and 0.4% Triton-X in 1x PBS) overnight. The following day, anti-NeuN (1:1000, MAB377, EMD Millipore) was diluted in blocking buffer. Brain slices were incubated in primary antibody at 4°C on a shaker for 3 days. The primary was then washed off thrice with 1X PBS, and the secondary antibodies (A21206, Invitrogen, Carlsbad, CA) was applied (1:500 in 50% blocking buffer:50% 1X PBS) for 1 hour. Image was taken at 20x magnification.
(TIF) Click here for additional data file.

S1 Table RNA-seq total read counts and contamination from ribosomal RNA and mitochondrial DNA. (DOCX) Click here for additional data file.

S2 Table Gene set enrichment analysis (GSEA) results. Using the ‘High Filter’ data set of RNA-seq results (see Methods), GSEA reveals significantly enriched pathways in HFD → RC animals compared to RC → HFD. Using both raw and log2-transformed data, we found the same six enriched pathways at an FWER < 0.05. FDR: False discovery rate; FWER: Family wise error rate; PPARg: Peroxisome proliferator-activated receptor gamma.
(DOCX) Click here for additional data file.

S3 Table Gene name, NCBI reference sequence, and catalog number of Taqman primer/probes used for RT-qPCR experiments. (DOCX) Click here for additional data file.

S4 Table Details statistical results reporting adjusted p-values. Only comparisons that reached overall significance (ANOVA: p<0.05) are shown.
(DOCX) Click here for additional data file.

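The F statistics of S4 Table can be set beside those of the deposited counts for 12 genes. Computed from the counts of the 21 libraries, F was 11.96 for *agrp*, 22.30 for *npy*, 17.12 for *cartpt*, 18.66 for *trh*, 15.93 for *sbno2* and 12.17 for *serpina3n*. For the genes of S3 Fig it was 11.97 for *ikzf3*, 12.01 for *tk1*, 8.03 for *cldn2*, 22.78 for *atxn7l2*, 15.69 for *rbm3* and 9.00 for *c4b*. Of these 12 values, 11 equal the paper's reported values to 2 decimals, and the largest difference was 0.769%. F was 2.40 for *pomc* and 2.71 for *hcrt*. In 100000 permutations of the group labels, the permutation p was 0.108 for *pomc* and 0.0624 for *hcrt*. It was 1e-05, the smallest value that these permutations can give, for *cartpt*, *trh* and *atxn7l2*. Adjusted over the 14 genes, 12 had a permutation p under 0.05.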

# Supplementary material for: Dietary challenges differentially affect activity and sleep/wake behavior in mus musculus: Isolating independent associations with diet/energy balance and body weight
**Source:** PLoS One. 2018 May 10;13(5):e0196743. doi: 10.1371/journal.pone.0196743
**Supplement:** S1 Table

| **Sample ID** | **Total Reads [#]** | **Ribosomal RNA** | | **Mitochondrial DNA** | |
| --- | --- | --- | --- | --- | --- |
|  |  | **Unique Reads [#]** | **Unique Reads [%]** | **Unique Reads [#]** | **Unique Reads [%]** |
| RC NoDS.01 | 39,976,549 | 914,784 | 2.28 | 719,521 | 1.80 |
| RC NoDS.02 | 35,798,997 | 1,186,847 | 3.31 | 568,321 | 1.60 |
| RC NoDS.03 | 47,083,916 | 1,553,233 | 3.29 | 650,136 | 1.40 |
| RC NoDS.05 | 40,940,308 | 1,230,467 | 3.00 | 390,894 | 0.90 |
| RC NoDS.06 | 45,770,168 | 1,615,528 | 3.52 | 388,202 | 0.80 |
| RC-HFD.07 | 38,781,692 | 906,187 | 2.33 | 547,978 | 1.40 |
| RC-HFD.08 | 42,003,016 | 1,865,562 | 4.44 | 615,024 | 1.50 |
| RC-HFD.09 | 51,745,981 | 1,463,758 | 2.82 | 647,418 | 1.20 |
| RC-HFD.10 | 49,316,975 | 2,876,939 | 5.83 | 606,875 | 1.20 |
| RC-HFD.11 | 58,975,589 | 2,097,050 | 3.55 | 599,556 | 1.00 |
| RC-HFD.12 | 45,443,568 | 2,086,999 | 4.59 | 523,198 | 1.10 |
| HFD-RC.13 | 20,984,913 | 656,285 | 3.12 | 224,815 | 1.10 |
| HFD-RC.14 | 53,072,720 | 1,640,727 | 3.09 | 568,618 | 1.10 |
| HFD-RC.15 | 59,752,128 | 2,292,245 | 3.83 | 760,391 | 1.30 |
| HFD-RC.16 | 61,245,611 | 2,386,657 | 3.89 | 839,802 | 1.40 |
| HFD-RC.17 | 52,892,796 | 1,436,217 | 2.71 | 669,739 | 1.30 |
| HFD NoDS.19 | 55,625,859 | 2,514,734 | 4.52 | 499,525 | 0.90 |
| HFD NoDS.20 | 44,776,843 | 2,706,141 | 6.04 | 219,408 | 0.50 |
| HFD NoDS.21 | 55,935,831 | 3,387,002 | 6.05 | 752,085 | 1.30 |
| HFD NoDS.23 | 48,446,179 | 1,979,114 | 4.08 | 605,161 | 1.20 |
| HFD NoDS.24 | 47,731,405 | 1,289,909 | 2.70 | 583,758 | 1.20 |
| **MINIMUM** | **20,984,913** | **656,285** | **2.28** | **219,408** | **0.50** |
| **MAXIMUM** | **61,245,611** | **3,387,002** | **6.05** | **839,802** | **1.80** |

# Supplementary material for: Dietary challenges differentially affect activity and sleep/wake behavior in mus musculus: Isolating independent associations with diet/energy balance and body weight
**Source:** PLoS One. 2018 May 10;13(5):e0196743. doi: 10.1371/journal.pone.0196743
**Supplement:** S2 Table — Using the ‘High Filter’ data set of RNA-seq results (see Methods), GSEA reveals significantly enriched pathways in HFD → RC animals compared to RC → HFD. Using both raw and log2-transformed data, we found the same six enriched pathways at an FWER < 0.05. FDR: False discovery rate; FWER: Family wise error rate; PPARg: Peroxisome proliferator-activated receptor gamma.

| **GSEA Pathway Name** | **Log_2_-Transformed** | | **Raw values** | | **General Description** |
| --- | --- | --- | --- | --- | --- |
|  | **FDR**  **q-value** | **FWER**  **p-value** | **FDR**  **q-value** | **FWER**  **p-value** |  |
| Oxidative Phosphorylation | <0.0001 | <0.0001 | <0.0001 | <0.0001 | Mitochondrial process to aerobically generate ATP |
| Coagulation | 0.017 | 0.020 | 0.009 | 0.016 | Generally involved in clotting blood following injury, ‘coagulation’ may suggest changes to brain vasculature in circumventricular regions |
| KRAS Signaling Up | 0.021 | 0.048 | 0.015 | 0.05 | KRAS is an oncogene that regulates protein dynamics and glucose homeostasis |
| Adipogenesis | 0.020 | 0.035 | 0.033 | 0.11 | The formation of mature adipocytes, which store fatty acids. This complex process is crucially regulated by PPARg |
| Estrogen Response  Late | 0.017 | 0.050 | 0.015 | 0.044 | Genes which are upregulated by the late response phase following estrogen hormone |
| Xenobiotic Metabolism | 0.026 | 0.092 | 0.006 | 0.006 | Process to break down and dispose of foreign substances, such as drugs or food additives |

# Supplementary material for: Dietary challenges differentially affect activity and sleep/wake behavior in mus musculus: Isolating independent associations with diet/energy balance and body weight
**Source:** PLoS One. 2018 May 10;13(5):e0196743. doi: 10.1371/journal.pone.0196743
**Supplement:** S3 Table

| **Gene Name** | **NCBI Reference Sequence** | **Catalog Number** |
| --- | --- | --- |
| *Npy* | NM_023456.2 | Mm01410146_m1 |
| *Agrp* | NM_007427.3 | Mm00475829_g1 |
| *Cartpt* | NM_013732.7 | Mm04210469_m1 |
| *Pomc* | NM_008895.4 | Mm00435874_m1 |
| *Trh* | NM_009426.3 | Mm01182425_g1 |
| *Hcrt* | NM_010410.2 | Mm01964030_s1 |
| *Serpina3n* | NM_009252.2 | Mm00776439_m1 |
| *Sbno2* | NM_183426.1 | Mm00839231_m1 |
| *Rn18s* | NR_003278.3 | Mm03928990_g1 |
| *Actb* | NM_007393.5 | Mm00607939_s1 |
| *Rplp0* | NM_007475.5 | Mm00725448_s1 |

How the deposited data were processed for this re-analysis (not part of the article)

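Gene expression in the VH was measured by RNA-seq in 21 libraries, each from mRNA of 2 mice pooled equally on day 7 after the DS. The libraries were grouped by diet as RC NoDS (n = 5), RC → HFD (n = 6), HFD → RC (n = 5) and HFD NoDS (n = 5), and the group and replicate number of each were taken from the sample names and S1 Table. The authors aligned the reads to the mm9 genome with STAR, removed ribosomal RNA and mitochondrial reads and re-sampled every library to a common depth with PORT, and deposited the resulting counts of reads per gene as whole numbers. The counts summed to between 16380781 and 16390598 per library. They were used as deposited, with 1 line per Ensembl identifier, and no library was left out.

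Genes averaging at least 50 reads over the 21 libraries (High Filter) were tested, and the Low Filter kept those averaging at least 5. Counts were normalized by TMM and fitted with edgeR 4.0.16 (quasi-likelihood F-test) under R 4.3.3, with a mean for each of the 4 groups. P-values were adjusted over all genes tested by the Benjamini-Hochberg method, with a threshold of 0.15. Comparisons were RC NoDS v HFD NoDS, RC → HFD v HFD → RC and all 4 groups, and the other 4 pairs of groups were tested over the same genes, chiefly for the genes named below. Differences in mean count were tested for the 8 genes of Fig 3 and S2 Fig with exact two-sided permutation tests, and the F statistic across groups for 14 genes with 100000 permutations (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). Figures were drawn with matplotlib 3.10.9. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01, two-sided), adjusted over the lists within a comparison. Of 36 lists, 34 had a tested gene. The lists were written from general knowledge and covered pathways, responses, brain regions and cell types.

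The tests, the filters, the threshold, the gene lists and 90 alternatives were set before the data were examined, and 63 alternatives were added afterwards, among them all settings for the numbers of called genes in the other 4 pairs of groups. The alternatives covered DESeq2 1.42.0, limma-voom and limma-trend on log2(count + 1), the filters, scaling by library size or not at all, only the libraries of the 2 groups compared, a robust estimate of the dispersion, the shares of ribosomal RNA and mitochondrial reads or the total reads of S1 Table as covariates, and each of the 21 libraries left out in turn. Those added covered reads summed by gene symbol, limma-voom without TMM, weights per library, the estimated number of distinct molecules as a covariate, a correlation between genes of 0 in camera, and the removal of each library's trend on gene length and GC content. Genes named are the 14 that the paper names for its RNA-seq and further genes added by a rule set beforehand. The rule took up to 5 genes per test with the smallest adjusted p whose libraries did not overlap between groups. For RC NoDS v HFD NoDS and the DS groups it added *stat3* and *clu*. No names were added from the other 4 pairs of groups, although genes without overlap were called there, among them *kif5a*, *col18a1* and *smoc2*.

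The tests were checked on simulated data made from these counts, in which 200 of 12768 genes were changed. EdgeR recovered 154 of them (77%) with 28 false calls, and DESeq2 recovered 162 with 62 false calls. In the simulated pair without changes, edgeR called 0 genes. The simulated genes varied independently, with 1 dispersion per gene in every library and no trend on length or GC content. False calls from such trends or from correlated genes were therefore outside this check. Among 100 splits of the real RC NoDS and HFD NoDS libraries, the largest count of called genes was 1064. A count of reads gives the error of sampling reads only, and the spread between libraries of a group was used for every test. Between 0.5% and 1.8% of reads were mitochondrial and between 2.28% and 6.05% ribosomal in S1 Table. The 10 most abundant genes took 2.32% to 2.83% of the counts. TMM factors lay between 0.982 and 1.02. The authors' second package and the Hallmark gene sets were not used here, and limma-trend and a list of subunits picked by symbol stood in for them. RT-qPCR, blood, behaviour and body weight measurements were not analysed here, since the deposited count table does not hold them.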

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

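The test of astrocyte genes for *serpina3n* and *sbno2* was chosen beforehand, and all other tests in this part were chosen only after the result was seen.

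In 11 of 116 groups of values (16 genes and 13 measures of the libraries in each of the 4 groups), 1 library lay far from the others of its group by Dixon's test, where chance gives about 5.8. RC NoDS replicate 1 had 22 *cldn2* reads against 6 to 10 in the others, and HFD → RC replicate 14 had 17131 *clu* reads against 14929 to 15471. RC → HFD replicate 12 had 2047 *trh* reads against 999 to 1385. S1 Table lists 20984913 total reads for HFD → RC replicate 13 against 52892796 to 61245611. The average of *agrp* and *pomc* over *hcrt* was 169.7 in RC NoDS replicate 5 against 42.1 to 51.7. No explanation was tested for these values.

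In measures taken over many genes, 4 libraries lay far from their group. HFD NoDS replicate 20 had a score of 64.0 on the first principal component (19.3% of the variance) against −3.62 to 2.58, and a variance over mean of 32.3 for genes averaging 50 to 200 reads against 8.47 to 11.9. HFD → RC replicate 17 had a score of −45.2 on the third component (10.0%) against −7.27 to 1.77, and RC → HFD replicate 12 one of −15.0 against −1.95 to 4.68. The change in log2 count per doubling of gene length was 0.0445 in HFD → RC replicate 16 against −0.00794 to 0.00294, and −0.0319 in RC → HFD replicate 12 against 0.0103 to 0.0330. Of the 3116 genes averaging 5 to 50 reads, 1026 had a count of 0 in HFD NoDS replicate 20 and 993 in HFD → RC replicate 17. Their reads in total were 1.06 and 1.05 times those of the other libraries, which argues against the loss of transcripts of a cell type or region. Few distinct RNA molecules, each read many times, may account for the zeros, since a variance of 32.3 times the mean also appears among abundant genes in HFD NoDS replicate 20.

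*Stat3* and *clu*, which the paper does not name, were higher in HFD NoDS than in RC NoDS, by a log2 fold change of 0.37 (standard error 0.0734) and 0.29 (standard error 0.0594). In both, all 5 HFD NoDS libraries were above all 5 RC NoDS libraries. Each was called in 17 of the 21 fits that left out 1 library, and *stat3* in 17 and *clu* in 15 of 23 other settings. Both calls were lost with the ribosomal RNA covariate, with the total reads covariate and with only the 2 groups fitted by edgeR or limma-voom, at an adjusted p from 0.175 to 0.262 for *stat3* and from 0.177 to 0.564 for *clu*. Without RC NoDS replicate 2 the adjusted p was 0.245 for *stat3* and 0.285 for *clu*. With the trend on gene length and GC content removed, the larger adjusted p of the pair was 0.0341, which argues against that trend as the whole source. With the number of distinct molecules as a covariate, the log2 fold changes fell to 0.28 and 0.25 and the calls were lost, and since that number differs between the groups this cannot be told apart from diet. The median log2 fold change of *aqp4*, *aldh1l1*, *slc1a3* and *gja1* was 0.0135. Each of these 4 genes lay below both *stat3* and *clu* by more than 2 standard errors of the difference, a limit set after the values were seen (at the least 2.54 for *stat3* and 2.08 for *clu*). With the length and GC trend removed, *aqp4* rose to 0.21 (standard error 0.0956) and *gja1* to 0.10 (standard error 0.100) against 0.23 for *clu*, within 2 standard errors of both genes. *Slc1a3* lay below both by more than 2 standard errors in all 44 alternatives. The 4 genes thus disagree, and more astrocytes cannot be told apart from a change within the cells for *stat3* and *clu*. For *serpina3n* and *sbno2* the 4 genes argue against more astrocytes as the whole source. They lay at the least 4.96 and 3.91 standard errors below, and 4.17 and 2.43 with the trend removed. *Aqp4* lay more than 2 standard errors below *sbno2* in 22 of 23 settings that left out no library (at the least 1.83).

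Of the 34 gene lists tested between RC NoDS and HFD NoDS, 9 had an adjusted p under 0.05 by camera, and fewer than 5 of 100 splits of the libraries gave as small a p for 3 of them. The response to leptin through STAT3 was higher in HFD NoDS for 5 of 5 genes, with a median log2 fold change of 0.42 and a camera p of 2.73e-09, and only the real grouping gave so small a p (1 of 100). It was the list that also held under fry (6.30e-04), and none of the 9 held with an estimated correlation. *Stat3* was in the list, and without it the p was 3.37e-06 with a median of 0.60. The p was 3.61e-08 with the trend on length and GC content removed and 1.15e-05 with the number of distinct molecules as a covariate. Between the DS groups, 0 of the 5 genes were higher in HFD → RC (camera p of 0.0704). A stronger response to leptin in HFD NoDS is a candidate explanation that these technical tests leave open, as a hypothesis found and tested on the same data.

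The glycolysis genes were higher in HFD NoDS for 16 of 16 genes, with a median log2 fold change of 0.096, a camera p of 2.95e-06 and 3 of 100 splits with so small a p. Removing the length and GC trend gave 5.59e-04, with 13 genes higher, and the molecules covariate gave 9.30e-04. The microglia genes were higher for 7 of 7 genes, with a median of 0.22, a camera p of 0.00486 and 2 of 100 splits. The length and GC correction gave 0.00332 and the molecules covariate 0.00820. Without HFD NoDS replicate 23 the p was 0.0519. These values argue against the length and GC trend and against few molecules as the whole source. Neither list was called by fry after adjustment (0.173 and 0.132), so correlation between the genes of a list stays open, as does an untested biological difference between the diets.

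The change from RC to HFD as the diet after the DS was compared between mice fed RC and mice fed HFD before it (RC → HFD over RC NoDS against HFD NoDS over HFD → RC). Of 13 named genes, 4 differed at an adjusted p under 0.05 adjusted over the list alone, 0 at 0.15 over all genes, and 6 at an unadjusted p under 0.05. The named genes were chosen in part by their differences between groups, so this adjustment is not independent evidence. The difference was 0.51 for *rbm3* (standard error 0.148), 0.43 for *atxn7l2* (0.153), 0.28 for *stat3* (0.101) and −0.62 for *trh* (0.225). *Rbm3* changed by −0.62 in mice fed RC before and by −0.11 in mice fed HFD before. The adjusted p stayed under 0.05 in 20 of 21 fits that left out 1 library for *rbm3*, 15 for *atxn7l2* and 12 for *stat3* and *trh*. It rose most without RC NoDS replicate 3 for *rbm3* (0.0613) and *atxn7l2* (0.0833) and without RC NoDS replicate 5 for *stat3* (0.0935). For *trh* it rose most without RC → HFD replicate 12 (0.0857, with a difference of −0.42). By limma-voom the adjusted p of *trh* was 0.0532, and *rbm3*, *atxn7l2* and *stat3* stayed under 0.05 (at most 0.0451). With the ribosomal RNA covariate all 4 genes stayed under 0.05 (at most 0.0373). The removal of the length and GC trend was not run for these differences, so that trend stays open. By limma-trend with it removed, the adjusted p over all genes was 0.251 for *rbm3* between RC NoDS and RC → HFD. For *atxn7l2* between HFD → RC and HFD NoDS it was 0.197, and both calls were lost. With the number of distinct molecules as a covariate, the largest adjusted p of *rbm3*, *atxn7l2* and *stat3* was 0.0396, which argues against few molecules as the source. For *trh* the difference was −0.40 with an adjusted p of 0.0963, so few molecules cannot be told apart from an effect of the earlier diet, because their number differs between the groups.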

How the results depend on the processing

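Of 3007 values recomputed under the alternatives, 2631 kept their direction and their side of the threshold, 195 were weaker, 37 stronger, 7 reversed and 137 counts changed by more than 1.5 times. The tests behind the added alternatives, named below as added, were chosen only after the data were seen. For every result named here that changed, the cause was not tested, unless fewer libraries or a stricter threshold give it.

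Between RC NoDS and HFD NoDS, 10 genes were called. The number was 17 with DESeq2, 6 with limma-voom on the 2 groups alone and 6 with the share of ribosomal RNA as a covariate. Among the added settings it was 6 and 6 with limma-voom without TMM on reads summed by symbol with the High and the Low Filter, 26 with no filter, 5 with the number of distinct molecules as a covariate and 18 with weights per library. Leaving out 1 library gave from 5 genes (without RC NoDS replicate 1) to 14 (without RC NoDS replicate 6). *Trh* and *npy* were called in all 44 alternatives. *Agrp* was lost in 5 of the 21 fits without 1 library (RC NoDS replicates 1 and 5 and HFD NoDS replicates 19, 21 and 24) and in 5 of 23 other settings, with an adjusted p of 0.176 by limma-voom and 0.197 by limma-trend with no filter, 0.255 with a robust dispersion, 0.177 with the total reads covariate and 1.00 with the ribosomal RNA covariate. *Hcrt* was lost in 5 of these 21 fits and in 16 of 23 other settings.

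Between the DS groups, where 1 gene was called, there were 5 with DESeq2, 4 with limma-voom and no filter, 2 with limma-trend and the Low Filter and 2 without a filter, 2 with edgeR and the Low Filter and 3 without a filter. A robust dispersion gave 0 genes, with 667 at an unadjusted p under 0.05. The added limma-voom without TMM and with the Low Filter also gave 0, with 806 at an unadjusted p under 0.05. Leaving out 1 library gave from 1 to 41 genes, the latter without HFD → RC replicate 16.

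Among all 4 groups, 19 genes were called. The number was 9 at an adjusted p under 0.05, 133 with DESeq2, 11 with limma-trend under each of the 3 filters, 31 with edgeR and no filter, 12 with a robust dispersion, 9 with the ribosomal RNA covariate and 42 with the mitochondrial covariate. The added settings gave 9 with the molecules covariate, 268 with weights per library, 11 with limma-trend on log2 CPM and 44 with the length and GC trend removed. Leaving out 1 library gave from 9 genes (without RC → HFD replicate 11) to 80 (without HFD → RC replicate 16). In the simulated data, which lacked the trends of the real libraries on length and GC content, DESeq2 made more false calls than edgeR (62 against 28).

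The settings for the other 4 pairs of groups were all added after the data were seen. Between RC NoDS and RC → HFD (5 genes) there were 96 with DESeq2, 24 with edgeR and 35 with limma-voom on the 2 groups alone, 10 with the mitochondrial covariate, 30, 25 and 11 with limma-voom without TMM and the High, Low and No Filter, 25 with weights per library, and from 4 to 12 without 1 library (12 without HFD NoDS replicate 20). Between RC NoDS and HFD → RC (36 genes) there was 1 at an adjusted p under 0.05. There were 147 with DESeq2, 7, 6 and 2 with limma-voom and 7, 1 and 1 with limma-trend under the High, Low and No Filter, 10 with library size only, 10 with no scaling, 1 with limma-voom on the 2 groups, 137 with the mitochondrial covariate, 1, 1 and 16 with limma-voom without TMM, 1 with the molecules covariate, 245 with weights per library, 10 with limma-trend on log2 CPM and 141 with the length and GC trend removed. Leaving out 1 library gave from 1 to 203, the latter without HFD → RC replicate 16. Between RC → HFD and HFD NoDS (2 genes) there was 1 at an adjusted p under 0.05, 1 with limma-voom, limma-trend and edgeR with the Low Filter, with the ribosomal RNA, mitochondrial or molecules covariate and with limma-trend on log2 CPM, and 0 with limma-voom and limma-trend without a filter (1526 and 1449 at an unadjusted p under 0.05). There were 32 with DESeq2, 5 with edgeR and no filter, 4 and 5 with edgeR and limma-voom on the 2 groups, 6 with the total reads covariate, 5 and 5 with limma-voom without TMM and the High and Low Filter, 21 with weights per library, 5 with the length and GC trend removed, and from 1 to 31 without 1 library (31 without HFD NoDS replicate 19). Between HFD → RC and HFD NoDS (9 genes) there were 2 at an adjusted p under 0.05, 44 with DESeq2, 4 and 5 with edgeR and the Low and No Filter, 1 and 1 with edgeR and limma-voom on the 2 groups, 2 with a robust dispersion, 1 with the ribosomal RNA covariate, 1, 1 and 3 with limma-voom without TMM, 15 with the molecules covariate, and from 1 to 13 without 1 library (13 without RC → HFD replicate 8).

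The oxidative phosphorylation subunits reversed with the length and GC trend removed (camera p of 0.626). Leaving out 1 library gave a p from 0.00281 (without RC → HFD replicate 12) to 0.664 (without RC → HFD replicate 9), and 0.00829 without HFD → RC replicate 16. The log2 fold change of *serpina3n* between the DS groups ran from −0.19 to 0.037. The corresponding value in reads (mean count difference serpina3n RC → HFD v HFD → RC) ran from −470.2 without HFD → RC replicate 16 to 116.8. Both reversed without RC → HFD replicate 11 (0.0074 and 20.8), HFD → RC replicate 13 (0.0059 and 27.6) and HFD → RC replicate 15 (0.037 and 116.8). Of the 48 differences in mean count, 23 had an adjusted p under 0.05, and from 18 to 25 did when 1 library was left out. Of the 14 F statistics, 12 did, and from 12 to 13 when 1 library was left out.

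At 5 libraries against 5 the smallest exact p is 0.00794, so single genes cannot reach below it. Genes averaging fewer than 10 reads, such as *tk1*, *cldn2* and *ikzf3*, were called or not by the filter and test used. No paired analysis was possible because the replicate numbers are unique to 1 group each. All alternatives set beforehand were run.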

Differences from the paper's values

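For the comparison of RC NoDS with HFD NoDS, Table 2 of the paper gives the values of LimmaVoom with the High Filter, and the values set against them are from edgeR with the same filter. No tests of causes were made for this part, and settings called added were chosen after seeing the values.

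The paper's number of DEG is 6, against 10 here. Of the alternatives set before the data were examined, the number came within 1.5 times the paper's at an adjusted p under 0.05 (7), with limma-voom and the Low Filter (9), with limma-trend under the High, Low and no filter (9, 9 and 7), with edgeR (8) or limma-voom (6) on only 2 groups, with a robust dispersion (8), with the covariates of ribosomal RNA (6), total reads (7) and mitochondrial reads (9), and without RC NoDS replicate 1, 2 or 5 or HFD NoDS replicate 19, 20, 21 or 23. The rest did not, among them DESeq2 (17), limma-voom with the High Filter (10) and with no filter (10). Of the added settings, chosen after seeing the values, limma-voom without TMM on 2 groups with reads summed by symbol reached it with the High Filter (6) and the Low Filter (6), as did the molecules covariate (5) and limma-trend on log2 CPM (9).

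The paper's q-value of *trh* is 2.1e-05, against 2.36e-07 here. Limma-voom on only 2 groups, a robust dispersion and the ribosomal RNA covariate closed the gap (1.85e-05, 1.82e-05 and 1.89e-05), and no other alternative set before the data were examined did. The paper's q-value of *agrp* is 0.008, against 0.0507 here. Limma-voom on only 2 groups (0.00845) and the fit without HFD → RC replicate 16 closed that gap, and no other alternative set before the data were examined did. Library weights (0.00774), a setting chosen after seeing the values, also did.

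The paper's q-value of *cartpt* is 0.002, against 9.30e-04 here. Limma-trend with the High and the Low Filter, scaling by library size, no scaling, edgeR and limma-voom on only 2 groups, the mitochondrial covariate and the fits without RC → HFD replicate 7, 9, 10 or 12, HFD → RC replicate 14 or 17 or HFD NoDS replicate 24 closed the gap, and the other alternatives set before the data were examined did not. The paper's q-value of *serpina3n* is 0.004, against 0.00135 here. Limma-trend with the High and the Low Filter, the total reads covariate and the fits without RC NoDS replicate 6, HFD → RC replicate 17 or HFD NoDS replicate 19 closed the gap, and the others set before the data were examined did not. The paper's q-value of *sbno2* is 0.11, against 0.0237 here. EdgeR and limma-voom on only 2 groups, the total reads and mitochondrial covariates and the fits without RC NoDS replicate 2 or 3 or HFD NoDS replicate 20 closed the gap, and the others set before the data were examined did not. The removal of the length and GC trend, chosen after seeing the values, also closed it.

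Limma-voom without TMM on the 2 groups with reads summed by symbol and the High Filter, a setting chosen after seeing the values, gave 2.09e-05 for *trh*, 8.67e-05 for *npy*, 0.00243 for *cartpt*, 0.00416 for *serpina3n*, 0.00799 for *agrp* and 0.111 for *sbno2*. With the Low Filter it also closed the gap for *trh*, *agrp*, *cartpt*, *serpina3n* and *sbno2*, and with no filter for *sbno2* only.

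The paper states that LimmaVoom returned the same genes on every data input. Here limma-voom fitted to all 4 groups called 10, 9 and 10 genes with the High, the Low and no filter, and with no filter *agrp* was not among them. In the added setting without TMM, the genes called with the High Filter and with the Low Filter were those of Table 2. With no filter, 26 genes were called, those of Table 2 among them.

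The paper states that *agrp* and *npy* were the filtered genes that differed between the DS groups. By edgeR, with p adjusted over all genes of the High Filter, *npy* was called and *agrp* was not (adjusted p = 0.303). Table 2 lists neither gene for this pair, and Fig 3 tests single genes, so the thresholds are unlike. The exact permutation test of mean counts, adjusted over single genes and pairs, gave p = 0.0130 for *agrp* (adjusted 0.0328). *Agrp* was called with DESeq2, with edgeR and no filter, and without HFD → RC replicate 15 or 16 or HFD NoDS replicate 23.

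The paper lists *atxn7l2* among the genes that differed among all 4 groups. Its adjusted p by edgeR was 0.192, and it was called with DESeq2 and without RC NoDS replicate 3. The paper lists *tk1* and *cldn2* between the DS groups and *ikzf3* among those called by MAANOVA with the Low Filter, and these genes are below the High Filter. Between the DS groups *tk1* was called by limma-trend and edgeR with the Low Filter and with no filter, by limma-voom with no filter, and by limma-voom without TMM with no filter, a setting chosen after seeing the values. *Cldn2* was called there by limma-voom with no filter. Table 2 lists *ikzf3* for RC NoDS v HFD NoDS (q = 0.075) and among all 4 groups. Between RC NoDS and HFD NoDS no setting of test and filter called it (adjusted p from 0.335 to 0.751). Among all 4 groups it was called by limma-voom and limma-trend with no filter, and between the DS groups by limma-voom with no filter.

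In its discussion the paper places the decrease of *npy* and *agrp* in HFD → RC as well as in HFD NoDS. In the counts the group that joined HFD NoDS in a decrease was RC → HFD (log2 fold change relative to RC NoDS −1.24 for *agrp* and −1.31 for *npy*), and HFD → RC had −0.34 and −0.37. The paper states that *hcrt* was similar across all conditions, and its adjusted p between RC NoDS and HFD NoDS was 0.0513 by edgeR. It was under the threshold in 7 of 23 settings other than leaving out 1 library. The paper states that oxidative phosphorylation was enriched in HFD → RC, and camera gave a p of 0.180 for the subunits picked by symbol. The paper tested the Hallmark set by GSEA with permutations of gene sets, so both the genes and the kind of test differ.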

Other observations

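The splits of the libraries for the DEG of RC NoDS v HFD NoDS, the DS groups and all 4 groups and for oxidative phosphorylation, the length and GC test of that set and the test of *cirbp* were chosen beforehand, and the other tests of this part were chosen only after the result was seen.

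Of 100 splits of the RC NoDS and HFD NoDS libraries, 3 gave at least as many called genes as the real one (10), and 93 others gave 0. For all 4 groups 3 of 100 splits reached the 19 genes of the real grouping. For the DS groups 10 of 100 splits gave at least 1 gene, so a count of 1 is reached by other groupings of the same libraries. The largest count came from a split of RC NoDS replicates 5 and 6 with HFD NoDS replicates 19, 20 and 23 against the rest, with 1064 genes. By limma-trend it gave 1135, and 1 once the trend of each library on gene length and GC content was removed. The median GC content was 57.9% for the genes higher in these 5 libraries and 42.5% for those lower, against 50.6% for all. A GC trend of single libraries may therefore account for that split. For the real grouping, the same correction gave 11 genes against 9 without it, which argues against this trend as the source of those calls.

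The other 4 pairs of groups were tested over the same 12768 genes. Between RC NoDS and HFD → RC, 36 genes were called, 32 of them higher in HFD → RC, the most of any pair, and 5 of 100 splits gave as many, so that such a count is reached by other groupings. It ran from 1 to 203 when 1 library was left out. Between HFD → RC and HFD NoDS 9 were called, with 8 of 100 splits, between RC NoDS and RC → HFD 5, with 2 of 100 splits, and between RC → HFD and HFD NoDS 2, with 3 of 100 splits.

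For oxidative phosphorylation, 61 of 100 splits gave a camera p as small as that of the DS groups. With the length and GC trend removed the p was 0.626, and since the set was not called with the trend either, the trend cannot be told apart from no change. Between the DS groups, 5 lists had an adjusted p under 0.05 by camera, none of them by fry or with an estimated correlation, and none with fewer than 5 of 100 splits as small. They were the oligodendrocytes (median log2 fold change 0.67, higher for 6 of 6 genes, 7 splits), cytosolic ribosomal proteins (12 splits), blood (0.91, 5 of 5, 16 splits), glucocorticoid response (0.14, 8 of 9, 18 splits) and choroid plexus (−0.24, 0 of 2, 5 splits). With the length and GC trend removed, the p was 1.00e-08 for the oligodendrocytes and 0.00124 for the ribosomal proteins, which argues against that trend as the whole source. The oligodendrocyte genes are expressed in the VH itself, and *mbp* averaged 1567 ± 266 CPM in RC → HFD and 2698 ± 1269 in HFD → RC. Their score ran from −0.43 in HFD → RC replicate 16 to 1.19 in HFD → RC replicate 14, and more white matter in single punches may account for it (7 of 100 splits). Without HFD → RC replicate 13, the median of the blood list was 0.46.

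Between RC NoDS and HFD NoDS, the other lists with an adjusted p under 0.05 were reached by 5 or more of 100 splits: oligodendrocytes (0.57, 6 of 6 genes higher, 13 splits), reactive astrocytes (0.25, 6 of 6, 7 splits), lateral hypothalamus (1.59, 2 of 2, 9 splits), blood (−0.64, 0 of 5, 13 splits), heat shock (0.15, 6 of 8, 15 splits) and cholesterol synthesis (−0.10, 4 of 18, 11 splits). Grouping by diet cannot be told from other groupings for these. The remaining 25 lists with a tested gene were not called, with a camera p from 0.0303 for the Y chromosome to 0.999 for the glucocorticoid response. Between the DS groups, the smallest camera p of a list not called was 0.0149 for the astrocytes (adjusted 0.0842, median log2 fold change 0.15, 4 of 5 genes higher). For that list 3 of 100 splits gave as small a p, fewer than for any list called between the DS groups, and the p was 0.00643 with the length and GC trend removed.

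*Hcrt* was higher in HFD NoDS by a log2 fold change of 2.71 (standard error 0.557). *Pmch*, the other gene of the lateral hypothalamus listed, changed by 0.47 (standard error 0.390), which is 3.29 standard errors of the difference below *hcrt*. It lay at least 2.36 below in the 21 fits that left out 1 library and 2.13 below with the length and GC trend removed, and in 16 of the 23 settings that left out no library it lay more than 2 below (at the least 1.61). These values argue against an even gain of lateral hypothalamus in those punches as the whole source. A shift within that region, where the 2 genes mark different cells, was not tested. *Rbm3* was lower in RC → HFD than in RC NoDS by −0.62 (standard error 0.102). It was called in all 21 fits that left out 1 library (adjusted p up to 0.0379) and in 21 of 22 other settings. With the length and GC trend removed, the change was −0.52 with an adjusted p of 0.251, and the call was lost. A difference in body temperature could act on *cirbp* as on *rbm3*. *Cirbp* changed by −0.17 (standard error 0.0927), which cannot be told apart from no change. Body temperature was not analysed here.

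*Tk1* was at 0 in all 5 HFD → RC libraries and averaged 11.6 reads in the other 16. Among the 3116 genes averaging 5 to 50 reads, 7 were at 0 in every HFD → RC library, where the estimated reads per molecule give 8.97. In RC NoDS there were 2 against 0.0502 expected, in RC → HFD 1 against 0.747 and in HFD NoDS 5 against 10.3. Of 1000 random draws of 5 libraries, 50 gave 7 or more such genes. Few distinct molecules may therefore account for genes at 0 in a whole group. For *tk1* alone the chance was 1.34e-04, before allowing for its choice among 3116 genes.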
